# A natural biological adhesive from snail mucus for wound repair

**DOI:** 10.1038/s41467-023-35907-4

**Published:** 2023-01-24

**Authors:** Tuo Deng, Dongxiu Gao, Xuemei Song, Zhipeng Zhou, Lixiao Zhou, Maixian Tao, Zexiu Jiang, Lian Yang, Lan Luo, Ankun Zhou, Lin Hu, Hongbo Qin, Mingyi Wu

**Keywords:** Biomedical materials, Trauma, Chemical modification, Bioinspired materials, Diabetes complications

## Abstract

The discovery of natural adhesion phenomena and mechanisms has advanced the development of a new generation of tissue adhesives in recent decades. In this study, we develop a natural biological adhesive from snail mucus gel, which consists a network of positively charged protein and polyanionic glycosaminoglycan. The malleable bulk adhesive matrix can adhere to wet tissue through multiple interactions. The biomaterial exhibits excellent haemostatic activity, biocompatibility and biodegradability, and it is effective in accelerating the healing of full-thickness skin wounds in both normal and diabetic male rats. Further mechanistic study shows it effectively promotes the polarization of macrophages towards the anti-inflammatory phenotype, alleviates inflammation in chronic wounds, and significantly improves epithelial regeneration and angiogenesis. Its abundant heparin-like glycosaminoglycan component is the main active ingredient. These findings provide theoretical and material insights into bio-inspired tissue adhesives and bioengineered scaffold designs.

## Abstract (web summary)

Natural adhesives have received a lot of attention recently. Here, the authors develop a natural biological adhesive from snail mucus that can adhere to wet tissue and be used to accelerate healing of skin wounds.

## Introduction

Wound management remains a challenge in clinic because of the high incidence of traumatic injuries and refractory chronic wounds^1^. Surgical sutures and staples are gold standards for the reconnection of injured tissues and closure of wounds, which may cause pain, surgical site infection, and skin scarring^2^. Alternative treatments include tissue adhesives, such as fibrin glue and PEG-based adhesives, which are relatively effective and painless^3^. However, the currently available tissue adhesives still lack wet adhesion capacity and/or biocompatibility^4^.

Over the last two decades, it is reported that some biologically inspired adhesives showed superior mechanical property and functionality^5,6^. The discovery inspired the design of active adhesives that may be promising candidates to replace sutures and staples. For instance, spherical nanoparticles from *English ivy* roots, composed of negatively charged glycoproteins, can form a penetrating film, enabling mechanical interlocking between the roots and the surface of substrates^7^. Inspired by the *English ivy* adhesion strategy, a super-strong aqueous synthetic tissue adhesive was fabricated using biodegradable polyurethane nanodispersions with opposite charges, which is proved effective for cerebrospinal fluid leak prevention and dura repair^8^. The development of catechol-based tissue adhesives was inspired by mussel-generated adhesive byssus fiber that is mechanically reinforced through protein-metal coordination via 3,4-dihydroxyphenylalanine (DOPA), it enables their anchorage in seashore habitats^9^. Moreover, the mussel-inspired adhesive material biopolymer-catechol can trigger the formation of barrier membrane for hemostasis by catechol-cation synergy, particularly, a catechol-conjugated chitosan can effectively promote hemostasis in animal bleeding models and human hepatectomy, independent of blood condition^10^.

The mucus produced by the mollusc slug *Arion subfuscus* contains the intertwined anionic polymers and positively charged proteins^11^. The double-network hydrogel has strong toughness owing to the synergistic actions of two different polymer networks, which has great potential in guiding the design of next-generation tissue adhesives^12^. For example, it inspired the design of a tough two-layer adhesive consisting of an adhesive surface and a dissipative matrix, which has adhesion energy of more than 1000 J m^−2^, far stronger than most commercial tissue adhesives^13^. In short, bionic scientists are advancing medical technology and tissue engineering by studying the internal mechanisms of adhesion in nature.

The mucus secreted by snails allows them to maintain conformal contact with the smooth surfaces of rocks and trees when they crawl^14^. More than 2000 years ago, land snails and their mucus were used to treat pain related to burns, abscesses, and other wounds^15,16^. Based on its natural adhesion behavior and indistinct bioactivity, snail mucus may be a potential natural biological adhesive for wound repair. Herein, we identified a natural biological adhesive from snail secretion, analyzed its composition and structure, elucidated the mechanism of its gelatinization, evaluated in vitro adhesion properties and in vivo effects on wound healing.

Normal wound repair is a highly organized biological process after treatment with sutures or tissue adhesives^17^. However, chronic wounds, such as diabetic foot ulcers (DFUs) and pressure sores, do not respond well to the current treatment because of their complex pathogenesis, continuous inflammation stage, and dysfunctional epithelialization^17^. We investigated the effects of snail secretion on the healing of chronic wounds in a diabetic rat model, compared with Alginate a commercial dressing. The mechanism of addressing inflammation was further explored using histological staining, immunofluorescence staining, and transcriptomic analysis.

In this work, we reveal the function and mechanism of natural bioadhesives from snail mucus in wound repair. These findings have important implications for understanding the adhesion mechanism of snail-mucus hydrogels and fabricating next-generation bio-inspired adhesives.

## Results

### Characterizations of snail mucus gel

As terrestrial mollusks, snails secrete mucus when crawling or irritated. In this study, snail-mucus gel (SMG) was collected from two species of snails (Fig. 1a, e). The fresh SMG from *Achatina fulica* appeared as a translucent hydrogel (Fig. 1b) and that from *Helix lucorum* was a milky-white hydrogel (Fig. 1f), both possessing deformability and extensibility. After collection, the SMG was immediately freeze-dried into spongy solid, named dried snail-mucus glue (d-SMG) (Fig. 1c and g). The average d-SMG yields from *A. fulica* and *H. lucorum* SMG were 3.65% and 5.26%, respectively. We found that the d-SMGs could form a glue with strong adhesive strength between the wet fingers rapidly within 15 s (Fig. 1d, h).

**Fig. 1:**
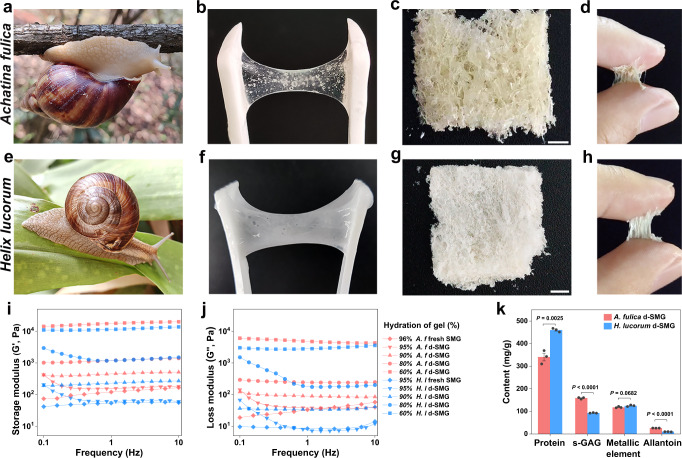
Characterizations of d-SMGs. **a–d** Photograph of *A. fulica* (**a**), fresh mucus from *A. fulica* (**b**), d-SMG from *A. fulica* (**c**), and adhesion of *A. fulica* d-SMG on skin (**d**). **e–h** Photograph of *H. lucorum* (**e**), fresh mucus from *H. lucorum* (**f**), d-SMG from *H. lucorum* (**g**), and adhesion of *H. lucorum* d-SMG on skin (**h**). **i–j** Storage modulus (**i**) and loss modulus (**j**) of SMG and d-SMG with different hydration ratio (red for *A. fulica*, and blue for *H. lucorum*). **k** The main components of the two d-SMGs (*n* = 3 biologically independent samples in each group). For **k**, two-tailed *t* test was used. Data are presented as mean values + /- SEM. Scale bars, 2 mm (images in **c, g**). Source data are provided as a Source data file.

Subsequently, the elasticity of the snail-mucus hydrogel was studied using rheological tests. The storage modulus (G′) was higher than the loss modulus (G″), indicating the characteristics of an elastic network (Fig. 1i–j). Furthermore, the G′ of d-SMG was substantially increased (from 0.15 kPa to 17.8 kPa) with the decrease of hydration from 95% to 60%, which endowed the d-SMG with a wider applicability.

To explore the mechanism of snail-mucus gelatinization, the chemical compositions of the two d-SMGs were analyzed. Both d-SMGs were rich in protein and anionic polysaccharides, as detected by specificity staining. Calcium salt was also observed in both d-SMGs as orange-red crystals after alizarin red S staining (Supplementary Fig. 1a). It is reported that DOPA-mediated protein-metal coordination is essential for the strength of byssal adhesion proteins from mussels and mollusks^9^. By contrast, d-SMG hydrolyzed samples did not contain L-DOPA, as detected by high-performance liquid chromatography (HPLC) and Arnow reaction staining (Supplementary Fig. 1b, c), indicating a different adhesion mechanism from that of mussels.

Chemical composition analysis of the anionic polysaccharide from d-SMG indicated that it’s a sulfated glycosaminoglycan (snail glycosaminoglycan, s-GAG). Furthermore, quantitative analysis showed that d-SMG mainly contained protein (34.1% for *A. fulica*, 46.0% for *H. lucorum*), GAG (15.9% for *A. fulica*, 9.3% for *H. lucorum*), metallic element, and a small amount of allantoin (Fig. 1k and Supplementary Fig. 2) Surprisingly, d-SMGs had much higher content of s-GAG than the snail body (1.6%)^18^. The average weight (Mw) of s-GAG from *A. fulica* and *H. lucorum* was estimated to be 696.7 kDa and 540.7 kDa, respectively, and the sulfate (-OSO_3_^−^) content was 15.4% and 13.6%, respectively (Supplementary Table 1). Additionally, FTIR and NMR data (Supplementary Fig. 3) indicated that the s-GAG has a repeating sequence of →4)-α-GlcNAc (1 → 4)-α-IdoA2S (1 → , similar to the s-GAG from snail body reported previously^18,19^. In addition, the allantoin content of *A. fulica* and *H. lucorum* d-SMG was 2.65% and 1.03%, respectively (Supplementary Fig. 4), as determined by HPLC. Elemental analysis showed that the calcium contents of *A. fulica* and *H. lucorum* d-SMG were 2.64% and 6.67%, respectively (Supplementary Fig. 5).

The basic amino acid content of d-SMGs was close to that of the snail pleopod tissue, while the content of aromatic amino acids (phenylalanine and tyrosine) of both d-SMGs (~10%) were about two-fold of that of the tissue (~5%) (Supplementary Fig. 6 and Supplementary Table 2). More aromatic structural units can produce stronger intermolecular forces (π–π electron and cation–π interaction)^20^. Moreover, the d-SMG proteins were analyzed by liquid chromatography tandem mass spectrometry (LC-MS/MS). The main proteins in the *A. fulica* d-SMG were hemocyanin, achacin, actin, cytoplasmic, and mucin (Supplementary Tables 3–6), whereas those in *H. lucorum* d-SMG had similar but less diverse components. SDS-PAGE analysis of the d-SMG showed that the molecular weight of most proteins was above 100 kDa (Supplementary Fig. 6c). These protein bands (AF1–5 and HL1–6) were also analyzed by LC-MS/MS, and the results were consistent with the total protein of d-SMG (Supplementary Tables 7, 8).

Taken together, the d-SMG was mainly composed of proteins and polysaccharides of large molecular weights, metal ions (Ca^2+^ and Mg^2+^), and organic small molecular compounds (Fig. 1k and Supplementary Table 9). The basic and aromatic amino acids accounted for more than 25% in the two snail-mucus proteins, and the polysaccharide was a heparin-like sulfated GAG. Notably, compared with the source of invertebrate body and mammal tissue^18,19,21^, the abundant heparin-like GAG in invertebrate mucus is rarely reported.

### Adhesion performance

Ideal bioadhesive materials improve biointegration and enhance tissue regeneration under pathophysiological conditions^22,23^. The high adhesion of hydrogel can prevent its detachment from the target tissue, thus promoting biointegration and healing^24^. The ability of fresh and dried SMG to adhere to wet tissues was evaluated. Fresh SMG (~200 mg) adhered immediately when contacted with wet fresh organs and could bear their weight (Fig. 2a). In addition, 3–5 mg of d-SMG was required to achieve the same effects, indicating the stronger adhesive force of d-SMG. Raman mapping showed that a diffusion region of about 0.3 μm was observed in the interface between d-SMG and the tissue, owing to their remarkable differences of Raman scattering signals at 565 cm^−1^(disulfide bond), 1090 cm^−1^(aromatic ring and sulfonic acid), 1650 cm^−1^(amide I), and 2930 cm^−1^(C-H bond)^25^ (Supplementary Fig. 7), indicating the mutual penetration between d-SMG and tissue. Therefore, interactions between d-SMG and tissues could include hydrogen bonds, π–π interactions, electrostatic interaction, and hydrophobic interactions, which contribute to the strong adhesion.

**Fig. 2:**
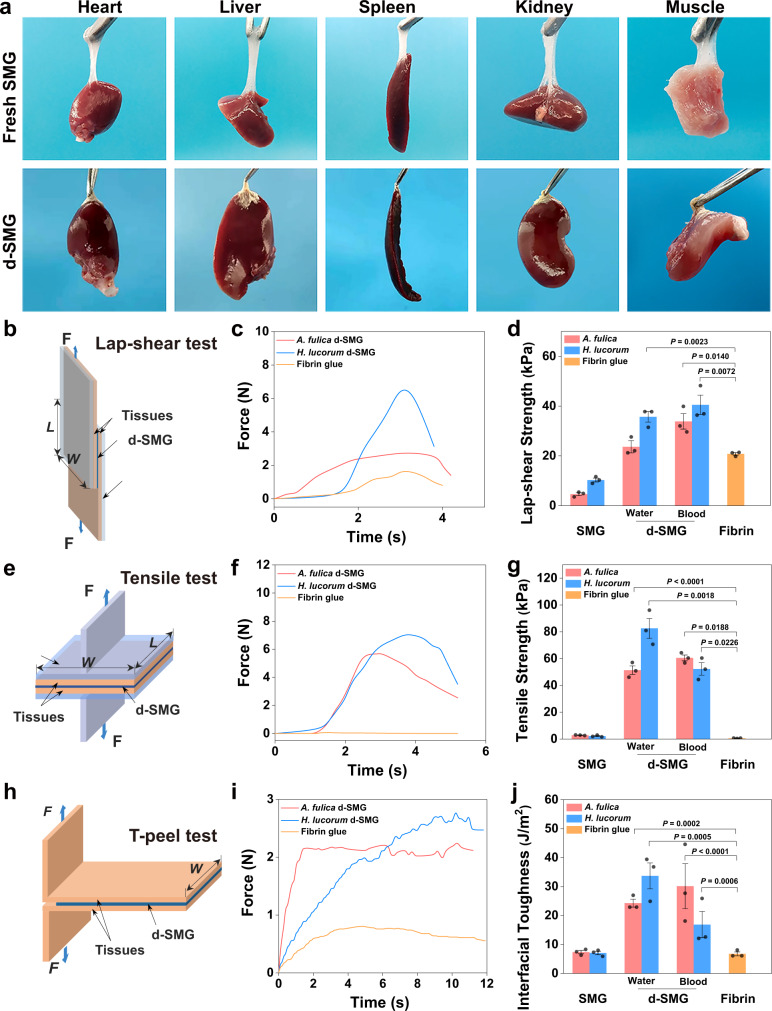
Adhesive properties of d-SMGs. **a** Wet adhesion properties of fresh SMG and d-SMG in rat fresh organs or tissues. **b** Schematic of the Lap-shear test. **c** Representative time-stress curves of the Lap-shear test. **d** Lap-shear strength of SMG and d-SMG (*n* = 3 biologically independent samples in each group). **e** Schematic of the Tensile adhesion test. **f** Representative time-stress curves of the Tensile adhesion test. **g** Tensile strength of SMG and d-SMG (*n* = 3 biologically independent samples in each group). **h** Schematic of the T-peel test. **i** Representative time-stress curves of the T-peel test. **j** Interfacial toughness of SMG and d-SMG (*n* = 3 biologically independent samples in each group). For (**d**, **g** and **j**), two-tailed *t* test was used. Data are presented as mean values ± SEM. Source data are provided as a Source data file.

Given the dynamics of biological tissues and organs, both longitudinal shear stress and transverse tensile stress at the wound site can cause wound laceration^2^. Therefore, the bioadhesion properties of d-SMG (67% hydration) were evaluated by testing the shear strength, tensile strength, and interfacial toughness between two wet tissues according to American Society for Testing Material (ASTM) standards. Fibrin glues have been widely used as a hemostatic agent and tissue sealant in surgical applications since FDA approval in 1998^4^. However, fibrin glues also have some limitations, for instance, the risk of transmission of blood-borne disease, and the relatively poor mechanical properties with low cohesion strength^4^. Since d-SMG is also a bioadhesive, we selected fibrin glue as the main control in this study to evaluate the adhesion property of d-SMG. The shear strength of *A. fulica* and *H. lucorum* d-SMG was 23.64 ± 2.00 kPa and 35.7 ± 2.09 kPa, respectively, which is higher than that of fibrin glue (20.79 ± 0.51 kPa) (Fig. 2b–d). Additionally, when the adhesive time was extended to 1 h, the shear strength of d-SMG increased more than that of fibrin glue (Supplementary Fig. 8a). In addition, decrease of Ca^2+^ content displayed no significant effect on the shear adhesion strength of d-SMG (Supplementary Fig. 8b and Table 10). In the tensile test (Fig. 2e–g), the adhesion strength reached 51.38 ± 3.18 kPa for *A. fulica* d-SMG and 82.59 ± 7.39 kPa for *H. lucorum* d-SMG, which were 90 and 145 times higher than that of fibrin glue (0.57 ± 0.09 kPa), respectively. Consistently, in the T-peel tests, their interface toughness (24.27 ± 1.37 J m^−2^ for *A. fulica* and 33.7 ± 4.46 J m^−2^ for *H. lucorum*) were 3.6 and 5 times higher than that of fibrin glue (6.77 ± 0.67 J m^−2^), respectively (Fig. 2h–j). Moreover, the d-SMGs also proved effective in adhering blood-coated tissues. In summary, the d-SMGs exhibited better mechanical performance than clinical fibrin glue, indicating that they may be promising bioadhesives with potential clinical application.

### Biocompatibility and biodegradability

The optimal bioadhesive for wound repair should be biocompatible and biodegradable, therefore, these properties of d-SMGs were studied. In vitro cytotoxicity of the d-SMGs was evaluated by MTT method and real-time recording of cell counts. Compared with control, both d-SMGs had no obvious effect on the cell viability after treatment for 24, 48, and 72 h (Fig. 3a), and did not obviously affect the cell growth curve (Supplementary Fig. 9a). In the hemolysis assay, the hemolysis ratios of the two d-SMGs were all within the acceptable range (<5%) as biological materials, according to the Standard Practice for Assessment of Hemolytic Properties of Materials (ASTM F 756-17)^26^ (Fig. 3b). Given that these snail-mucus gels contain heparin-like sulfated GAG, the activated partial thromboplastin time (APTT) of d-SMG and s-GAG were estimated. The results indicated that neither d-SMGs nor their GAGs exhibited APTT-prolonging activity (Fig. 3c), suggesting that they had no bleeding risk. These results suggest that the d-SMGs exhibit excellent cell and blood compatibility, and may be safe as tissue adhesives or wound dressings for further in vivo applications.

**Fig. 3:**
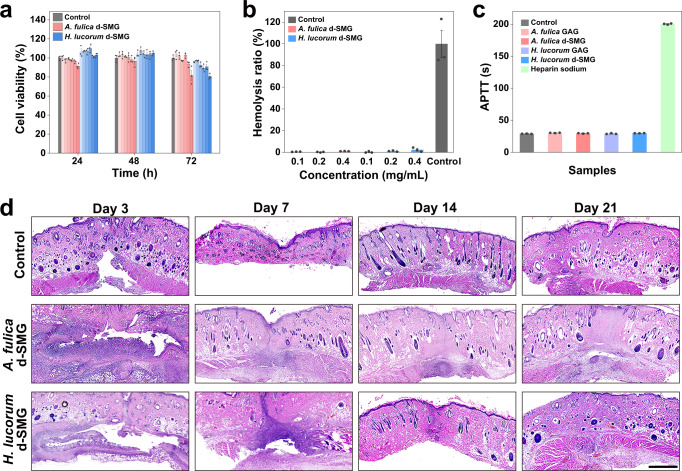
Biocompatibility and biodegradability of d-SMGs. **a** Effect of different concentrations (0.05, 0.1, 0.2, 0.5, 1.0, and 2.0 mg/mL from left to right in the graph) of d-SMG on cell viability by MTT method (*n* = 3 cells examined over 3 independent experiments in each group). **b** Effect of d-SMGs on hemolysis (*n* = 3 biologically independent samples in each group). **c** Effect of d-SMGs and their s-GAGs on APTT of human coagulation control plasma (*n* = 3 biologically independent samples in each group). **d** H&E staining images of skin tissue after subcutaneous embedding of d-SMGs in SD rat skin incision model (*n* = 3 biologically independent samples in each group). Data are presented as mean values ± SEM. Scale bar, 1 mm (images in **d**). Source data are provided as a Source data file.

In vivo biodegradability and biocompatibility of the d-SMGs were assessed using a rat subcutaneous embedding model. The d-SMGs gradually disappeared within 21 d of embedding, indicating that d-SMGs can be fully degraded in vivo (Fig. 3d). Moreover, hematoxylin and eosin (H&E) staining showed that no obvious inflammatory responses were observed after d-SMG treatment. The skin incision in d-SMG-treated rats also healed completely without obvious scarring on day 21, further confirming the biocompatibility (Supplementary Fig. 9b). These results suggest that in vivo biodegradability of the bioadhesive matched well with the skin wound healing process.

### Hemostatic properties in vitro and in vivo

Bleeding caused by injury, trauma, and surgical procedures may result in severe morbidity and mortality^27–29^. Uncontrolled bleeding is the main cause of death on battlefields and traumatic incidences^30^. Bioadhesive materials with hemostatic functions can help stop blood loss and promote wound closure^31,32^. Hence, the hemostatic ability of the d-SMGs was assessed using an in vitro dynamic blood-clotting index (BCI) test and in vivo rat liver bleeding model.

Notably, the d-SMG groups showed lower BCI than the gauze and negative control groups between 60 s and 150 s, which indicated that d-SMG accelerated blood clotting (Fig. 4a, b). We further investigated the effect of hemostatic materials on blood cells using scanning electron microscopy. Compared with gauze, more red blood cells and platelets adhered to the surfaces of d-SMG (Fig. 4c). These results demonstrate that the decreased BCI may be attributed to the strong adhesion of d-SMG to blood cells. In the rat liver bleeding model (Fig. 4d), the negative control group had the highest blood loss of 238.2 ± 24.90 mg (Fig. 4e, f). Treatment with d-SMG from *A. fulica* and *H. lucorum* dramatically decreased the blood loss to 113.0 ± 17.16 and 114.2 ± 9.60 mg, respectively. In contrast, gauze did not have a significant hemostatic effect (blood loss: 213.0 ± 46.06 mg). Apart from the hemostatic activity, d-SMGs could rapidly absorb liquid and form an adhesive hydrogel in the bleeding site, which created a physical barrier that also accelerated hemostasis.

**Fig. 4:**
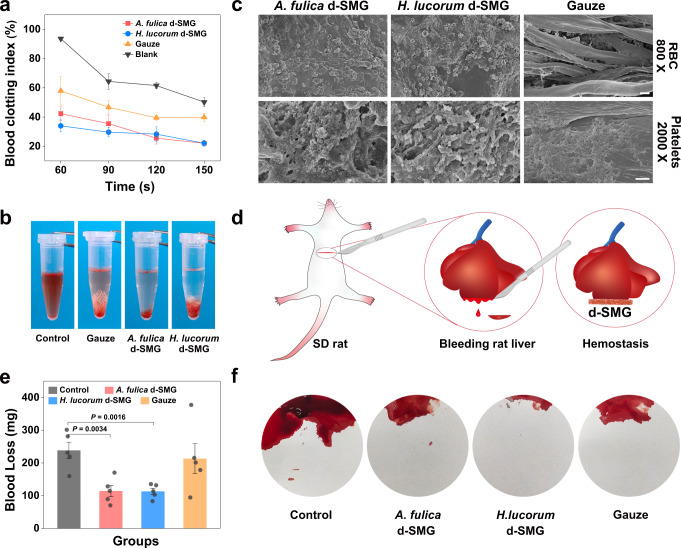
Hemostatic properties of d-SMGs. **a** Effect of d-SMGs on the dynamic blood-clotting index (*n* = 3 independent experiments in blank group; *n* = 5 biologically independent samples in *A. fulica* d-SMG, *H. lucorum* d-SMG and Gauze). **b** Photographs of blood clotting at 150 s. **c** Scanning electron micrographs of whole blood and platelets contacted with d-SMG (one biologically independent sample in each group). **d** Schematic for inducing bleeding on rat liver and stopping bleeding by applying d-SMG. **e** Effect of d-SMGs on blood loss in the rat liver bleeding model (*n* = 5 rats in each group). **f** Photographs of blood loss absorbed by filter paper in the rat liver bleeding model. For (**a** and **e**), two-tailed *t* test was used. Data are presented as mean values ± SEM. Scale bars, 10 μm (images of RBC in **d**), 2 μm (images of platelets in **d**). Source data are provided as a Source data file.

### Skin incision adhesion and wound healing in normal rats

In addition to hemostatic performance, tissue adhesion is vital for wound repair. The in vivo adhesive capacity of d-SMG was evaluated using a rat skin incision model, compared with a surgical suture and two commercial medical adhesives (Bioseal® containing porcine fibrin and COMPONT® containing cyanoacrylate (CA)). After immediate application, d-SMG showed obvious adhesive in the wet wound tissue, compared with the control (Fig. 5a, b). After *A. fulica* d-SMG treatment for 7 days the incised wound was tightly sealed, and *A. fulica* d-SMG showed better adhering effect than fibrin and CA. Although the wounds treated with sutures or fibrin glue healed completely, sutures or scabs were observed on the skin surface. As for CA treatment, the skin incision was well-bridged but the undegraded adhesive remained in the skin crevice might hinder tissue regeneration. The effects of suture and commercial medical adhesives were similar to those previously reported^20^. In addition, the d-SMG from *H. lucorum* showed poor performance in this in vivo adhesion test compared to that from *A. fulica*. (Supplementary Fig. 10). Consequently, *H. lucorum* d-SMG was not studied in the wound models.

**Fig. 5:**
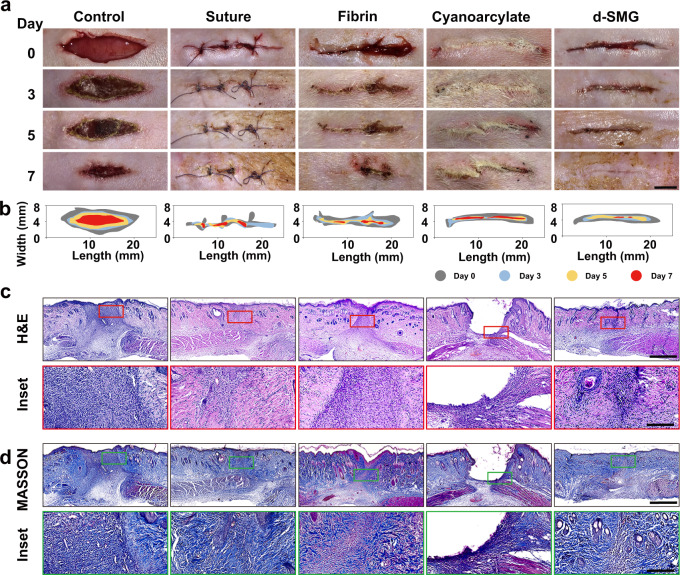
In vivo wound adhesion efficacy of *A. fulica* d-SMG. **a** Photographs of the rat incised skin after treatments. **b** Schematic of the dynamic wound healing process on day 0, 3, 5, and 7. **c**, **d** H&E staining (**c**) and Masson staining (**d**) of the wound sites on day 7 (*n* = 3 biologically independent samples in each group). Scale bars, 5 mm (images in **a**), 1 mm (images in **c**, **d**), 200 μm (inset in **c**, **d**).

H&E staining revealed that after d-SMG treatment for 7 d, the epidermis was completely regenerated, and there were evident hair follicles and sebaceous glands near the incision (Fig. 5c). Whereas, an apparent unrecovered dermis was observed in the wounds of the control and fibrin groups on day 7. In the cyanoacrylate group, there were wide cavities in the wound, due to the undegraded remnant. The healing in the suture group was relatively better, except that the dermis was not completely healed. Masson trichrome staining showed that the collagen arrangement of *A. fulica* d-SMG-treated wounds was almost the same as that of normal skin, and epidermal regeneration was more complete than that of control, fibrin, and CA-treated groups on day 7 (Fig. 5d).

The effect of *A. fulica* d-SMG on wound healing was assessed using full-thickness skin wound model in healthy rats. The wound healing ratios of the *A. fulica* d-SMG and s-GAG group were 55.2 ± 2.09% and 56.4 ± 2.51% on day 5, respectively, which were significantly higher than that of the control group (45.9 ± 2.42%) (Supplementary Fig. 11a–d). While on day 11, s-GAG showed the better healing effect than other treatment, with the wound healing ratio of 92.7 ± 1.11%, significantly higher than that of the control group (83.2 ± 1.28%). The commercial alginate dressing (Alg^TM^) displayed no obvious effect during the whole wound healing process. *A. fulica* d-SMG and s-GAG group had thicker granulation tissue on day 5 and more collagen deposition on day 15 as analyzed by H&E staining and Masson’s trichrome, respectively (Supplementary Fig. 11e–i). CD31 and alpha-smooth muscle actin (α-SMA) are biomarkers of vascular endothelial cell and smooth muscle cell, respectively. Immunofluorescence staining analysis of CD31 and α-SMA expression showed more neovascularization in the wound area of *A. fulica* d-SMG group (34.9 ± 3.3/mm^2^) and s-GAG group (26 ± 1.9/mm^2^) than that of control group (17.2 ± 1.1/mm^2^) on day 5 (Supplementary Fig. 12). These in vivo results indicated that both d-SMG and s-GAG effectively promoted wound closure and tissue regeneration.

### Chronic wound healing in diabetic rat models

Chronic nonhealing wounds remain a major clinical challenge, and the development of pro-healing and cost-effective dressings is in urgent need^33^. Considering the excellent wound adhesion and healing performance of *A. fulica* d-SMG, its effects on diabetic wounds were studied by using a streptozotocin (STZ)-induced diabetic rat model^34^ (Fig. 6a). Subsequently, the wound was treated with *A. fulica* d-SMG and its potential active ingredient s-GAG, compared with Alg^TM^. Notably, the wounds treated with *A fulica* d-SMG (59.8 ± 2.47%) and s-GAG (63.3 ± 2.82%) showed significantly higher healing ratio than that of the control/saline (33.6 ± 2.69%) and Alg^TM^ (46.5 ± 3.16%) groups on day 7 (Fig. 6b, c). The wound size in the d-SMG and s-GAG groups was gradually and substantially decreased within 14 days, suggesting that they effectively promoted chronic diabetic wound healing.

**Fig. 6:**
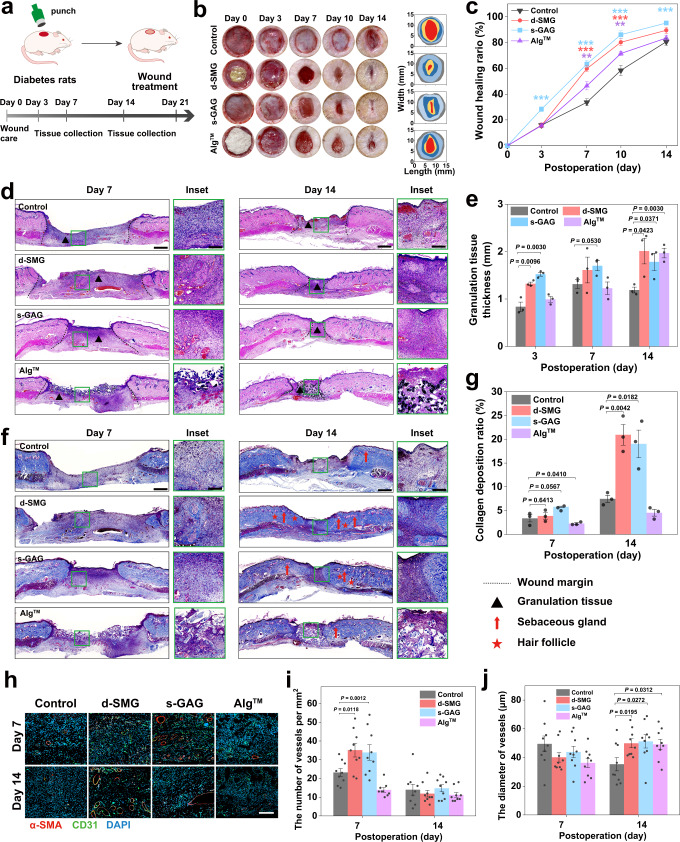
Effects of *A. fulica* d-SMG and s-GAG on chronic wound healing in diabetic rats. **a** Schematic illustration of the diabetic wound model in SD rats. **b** Representative images of the wound healing behavior and dynamic wound healing process on day 0, 3, 7, 10, and 14. **c** The wound healing ratio on day 0, 3, 7, 10, and 14 (*n* = 7 rats created over 2 independent wounds in each group, two-tailed *t* test was used, *P < 0.05, **P < 0.01, ***P < 0.001). **d** H&E-stained images of the woun**d** tissue on day 7 and 14. **e** The granulation tissue thickness in wound tissue on day 7 and 14 (*n* = 3 biologically independent samples in each group). **f** Masson staining of the wound tissue on day 7 and 14. **g** The collagen deposition ratio of wound tissue on day 7 and 14 (*n* = 3 biologically independent samples in each group). **h** Representative images of CD31 and α-SMA immunostaining in wound tissue on day 7 and 14. **I**, **j** Quantification of the number **(i**) and diameter (**j**) of vessels in the wound tissue (*n* = 9 biologically independent samples in each group). For (**c**, **e**, **g**, **i**, and **j**), two-tailed *t* test was used. Data are presented as mean values ± SEM. Scale bars, 1 mm (images in **d, f**), 200 μm (inset in **d, f**), 100 μm (images in **h**). Source data are provided as a Source data file.

Neogenesis of granulation tissue is crucial for wound healing. Histological H&E staining revealed that *A. fulica* d-SMG and s-GAG significantly increased granulation tissue thickness, compared with the control (Fig. 6d, e). Furthermore, wounds treated with *A. fulica* d-SMG and s-GAG generated more epithelial tissue and hair follicles with adjoining sebaceous glands within the wound bed on day 14 (Fig. 6f). *A. fulica* d-SMG and s-GAG treated group exhibited significantly higher collagen deposition than that in the control group on day 7 and 14 (Fig. 6g). Vascular insufficiency is the major cause of diabetic ulcers^35^. To investigate the effect of *A. fulica* d-SMG on angiogenesis, immunofluorescence staining of CD31 and α-SMA was performed for histological analysis. Significantly increased number of vessels were observed in the *A. fulica* d-SMG and s-GAG groups on day 7, compared with those in the control and Alg^TM^ groups (Fig. 6h–j). The results showed that *A. fulica* d-SMG and s-GAG could promote neovascularization and accelerate wound healing. The number of wound vessels were decreased on day 14 compared with that of day 7, which may indicate the transition from proliferative phase to remodeling phase, according to the angiogenesis pattern during wound healing^36,37^.

Overall, both the *A. fulica* d-SMG and s-GAG effectively promoted chronic wound healing in the diabetic rat model by accelerating granulation tissue regeneration, angiogenesis, and collagen deposition. It also suggests that s-GAG is the main active ingredient of *A. fulica* d-SMG.

### Inflammatory regulation in vivo and in vitro

Wound healing is physiologically well-orchestrated and typically progresses through the defined phases of hemostasis, inflammation, proliferation, and remodeling. However, this process is disturbed in diabetic wounds, marked by prolonged low-grade inflammation that slows or stalls wound healing^38^. Specifically, macrophages play a central role in regulating the inflammation and wound repair process, by differentiating into M1 (inflammatory) phenotype or M2 (anti-inflammatory) phenotype^39^. However, diabetes causes a dysfunctional macrophage response and impaired phenotype transition from M1 to M2^40^. In the diabetic wound model, both *A. fulica* d-SMG and s-GAG showed pro-healing effect, which may be owing to their contribution in promoting the transition of wound healing from the inflammatory stage to the proliferation stage. Herein, their effects on macrophage polarization were further investigated by analyzing expression of M2 and M1, maker CD206 (M2 marker) and CD86 (M1 marker)^17^. *A. fulica* d-SMG and s-GAG significantly increased M2 macrophages (CD206^+^) on day 3 and 7, compared with control (Fig. 7a, b and Supplementary Fig. 13a). In contrast, *A. fulica* d-SMG and s-GAG decreased the ratio of M1 macrophages (CD86^+^) on day 7 (Fig. 7c). These results indicate that *A. fulica* d-SMG and s-GAG may potently stimulate polarization of macrophage to M2 type in chronic diabetic wounds, and further suggest that s-GAG is an important component d-SMG in inflammation regulation. The expression of interleukin-1β (IL-1β), a main inflammatory cytokine secreted by M1 macrophages, was significantly decreased in *A. fulica* d-SMG group compared with control on day 7 (Supplementary Fig. 13b, c). Moreover, *A. fulica* d-SMG reduced the levels of many other proinflammatory factors in diabetic wound, such as a 3-fold decrease in tumor necrosis factor-α (TNF-α) expression and a 5.7-fold reduction in interferon-γ (IFN-γ) and interleukin-6 (IL-6) expression (Fig. 7d and Supplementary Fig. 14). Similarly, inflammatory cytokines in the s-GAG group were also downregulated.

**Fig. 7:**
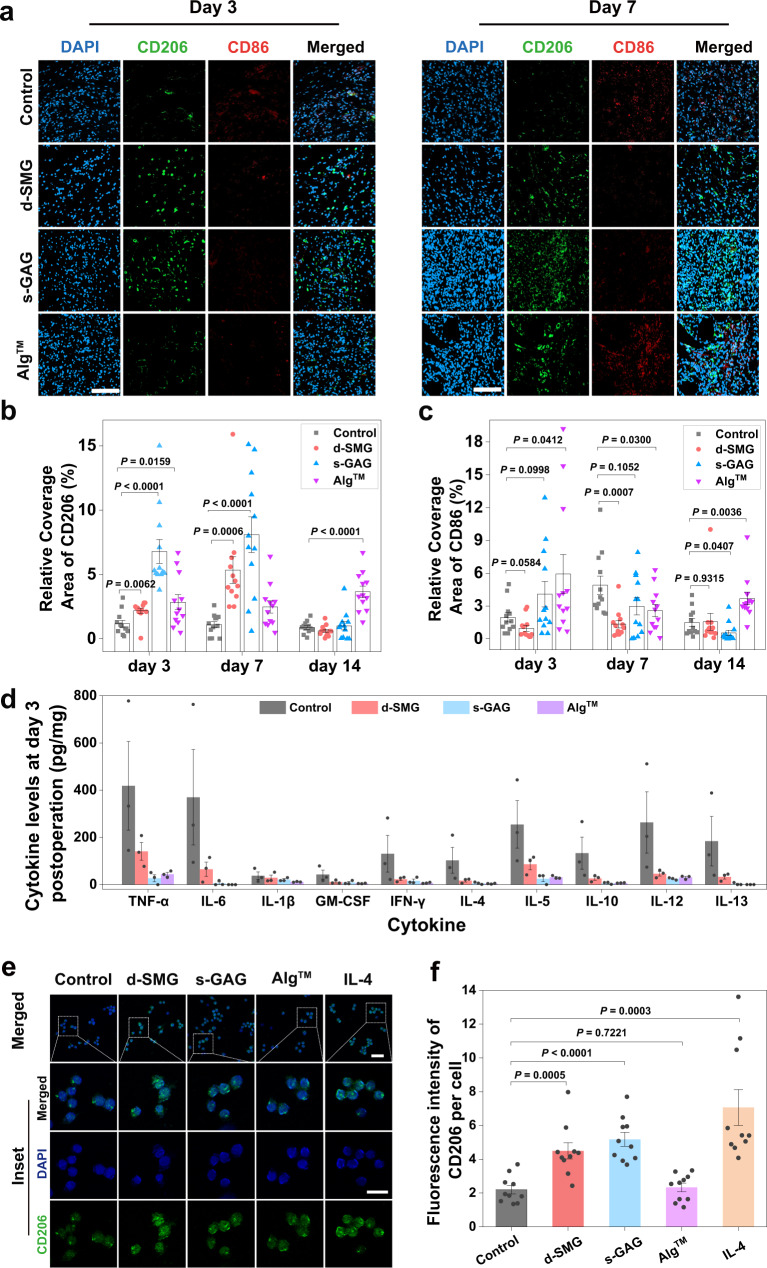
Effects of *A. fulica* d-SMG and s-GAG for inflammatory regulation in vivo. **a** Representative image of CD206 and CD86 immunostaining in wound tissue on day 3 and 7. **b** Quantification of CD206^+^ area in the wound tissue (*n* = 12 biologically independent samples in each group). **c** Quantification of CD86^+^ area in the wound tissue ((*n* = 12 biologically independent samples in each group). **d** Cytokine levels in wound tissue on day 3 (*n* = 3 biologically independent samples in each group). **e** Representative images of CD206 and DAPI staining of RAW264.7. **f** Quantification of the fluorescence intensity of CD206 in RAW264.7 cells (*n* = 10 biologically independent cells in each group). For (**b–d** and **f**), two-tailed *t* test was used. Data are presented as mean values ± SEM. Scale bars, 100 μm (images in **a**), 50 μm (images in **e**), 25 μm (inset in **e**). Source data are provided as a Source data file.

Additionally, the effects of *A. fulica* d-SMG and s-GAG on macrophage polarization were also investigated using RAW264.7 cells. Consistently, s-GAG significantly increased the macrophage M2 phenotype (CD206^+^) more than 2 folds of control, slightly stronger than *A. fulica* d-SMG and weaker than the positive control IL-4, while Alg^TM^ had no obvious effect (Fig. 7e, f). This indicates that *A. fulica* d-SMG and s-GAG indeed can regulate macrophage polarization to M2 type. Signal transducers and activators of transcription (STAT1, STAT3, and STAT6) are canonical transcription factors in regulating macrophage polarization and activity^41^. The activation of STAT1 promotes M1 macrophage polarization, resulting in inflammatory response, while activation of STAT3 and STAT6 contributes to M2 macrophage polarization, associated with immune suppression and tissue remodeling^41^. To further explore the mechanism, we analyzed the effects of *A. fulica* d-SMG and s-GAG on the signaling protein and mRNA levels in macrophages, by Western Blot and qRT-PCR, respectively. Compared with the control, *A. fulica* d-SMG and s-GAG increased the phosphorylation level of STAT-3, whereas they had no obvious effect on the phosphorylation of STAT1 and STAT6 (Supplementary Fig. 15). These results indicated that they may promote the polarization of macrophages to M2 by activating STAT-3. Moreover, they also significantly upregulated the mRNA expression levels of *Arg1* and *Il10*, which are associated with macrophage M2 phenotype (Supplementary Fig. 15).

Heparin-like compounds as negative-charged glycosaminoglycan can bind inflammatory cytokines and regulate the inflammatory microenvironment in chronic wounds^42,43^. Since the *A. fulica* d-SMG contains rich heparin-like GAG, capturing function of s-GAG may also result in reduction of inflammatory cytokines. The surface plasmon resonance (SPR) analysis showed that s-GAG strongly bond to inflammatory cytokines (TNF-α, IL-6, IL-8, and IP-10) with the affinity (*K*_D_, 0.01–0.34 μM) similar to heparin (*K*_D_, 0.17–0.61 μM) (Supplementary Fig. 16). Therefore, d-SMG reduced inflammatory cytokine levels in wound tissues by capturing function for their ability of binding cytokines, as well as by reducing secretion for their regulating macrophage polarization towards M2 anti-inflammatory phenotype.

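Wound tissue from diabetic rats was analyzed by RNA sequencing of stranded, rRNA-depleted libraries in 4 groups, namely the control, *A. fulica* d-SMG, s-GAG, and the alginate dressing Alg, on day 3, 7, and 14. The data used here hold 1 library for each group and day, 12 libraries altogether, and therefore the difference between 2 groups on a single day has no replicate check. The authors deposited the number of reads counted on each of 25620 genes, without normalization, and the FPKM (fragments scaled by the length of the gene and by the mapped fragments of the library) of 25524 genes. The control libraries held 23921685, 14928702, and 20189078 reads on genes on day 3, 7, and 14, respectively. The d-SMG libraries held 16791836, 17253213, and 13748887 reads on the same days. The corresponding totals were 15900086, 38302461, and 19725967 reads in the s-GAG group and 18613866, 15664603, and 14780071 reads in the Alg group, and the median over the 12 libraries was 17022524.5 reads. The read counts were normalized with the TMM method of edgeR, and each treated library was compared with the control library of the same day by the exact test of edgeR. Because the spread between animals cannot be estimated from 1 library per group, the biological coefficient of variation (BCV, the relative spread between replicates) was set to 0.3 for every gene. Genes with at least 10 reads in the 2 libraries together were tested, and DEGs were called at a false discovery rate (FDR) under 0.05. This test compares those libraries, not the conditions. The intervals given for single genes are exact binomial 95% intervals (Clopper-Pearson), which cover the counting error only. For a gene with fewer than 3 reads in a library the fold change is given as a lower bound, computed against 3 reads and without its counting error, and with exactly 3 reads the read counts are given alone. For a list of genes, the median log2 fold change is given with its percentile among the medians of 10000 random lists of the same size and similar expression, of which 0.01 is the lowest and 99.99 the highest that can be reached, as a description of these libraries.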

To systematically assess the reversal of persistent chronic inflammation after treatment with *A. fulica* d-SMG, transcriptome of the wound tissue analysis was analyzed on day 3, 7, and 14, which covered the inflammatory and proliferative phases. 

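On day 3, 15846 genes were tested between the *A. fulica* d-SMG library and the control library, and 1037 of them were called as DEGs, with 296 upregulated and 741 downregulated. On day 7, 287 of 16164 genes were called (120 upregulated and 167 downregulated), and on day 14, 951 of 16395 genes (329 upregulated and 622 downregulated). The smallest absolute log2 fold change among the called genes was 1.88, 2.19, and 1.93 on the 3 days, respectively. As a ratio, these counts moved most with a dispersion per gene estimated from all 12 libraries, which called 0 genes on each of the 3 days. In that estimate, which includes the 2 libraries compared, a change on a single day counts as spread, which works against calling it. The counts were 2150, 716, and 2845 at a BCV of 0.2, 520, 126, and 260 at a BCV of 0.4, and 2234, 1010, and 2647 at an unadjusted p-value under 0.05. With the library size in place of TMM, the median log2 fold change of all tested genes shifted by −0.43 on day 3, 0.30 on day 7, and 0.17 on day 14. The split into upregulated and downregulated DEGs was then 172 and 1052 on day 3, 160 and 127 on day 7, and 458 and 527 on day 14. For comparison, the same test between 2 treated libraries of the same day called from 179 to 4111 genes, with a median of 682 over the 9 pairs. Day 3 and day 7 shared 121 of the DEGs, of which 8 changed in the same direction, whereas day 7 and day 14 shared 177, of which 165 changed in the same direction. Of the 81 genes called on all 3 days, 1 changed in the same direction throughout, *Myh7* (a gene singled out after its values were seen), with log2 fold changes of −2.71, −2.57, and −3.49. Among the DEGs of day 7 with at least 100 reads in a library, the largest fitted rises, all against 0 reads in the control and therefore given as bounds, were those of *Krt26* (0 reads in the control and 589 in the d-SMG library), at least 138-fold higher, *Krtap7-1*, at least 41.2-fold higher, and *Dlx3*, at least 29.2-fold higher. Genes with some reads in the control rose by more than these bounds, such as the hair follicle marker *Krt35* (4 and 885 reads, 151-fold higher). The largest fitted falls on that day were those of *Aqp4* (114 and 1 reads), at least 54.2-fold lower, *Mybpc2* (log2 fold change −6.53), and *Smtnl1* (−6.32). With the 3 days taken as the replicates of each group, the quasi-likelihood test of edgeR (day and treatment as terms, 12 libraries, 15672 genes) called 0 genes for d-SMG against control, and 210 genes had an unadjusted p-value under 0.05, where 783.6 are expected by chance. Without day 3 that number was 592.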

After treatment with *A. fulica* d-SMG, 855, 236, and 728 differentially expressed genes (DEGs) were identified on day 3, 7, and 14, respectively, using edegR analysis (false discovery rate <0.05) (Fig. 8a, b and Supplementary Fig. 17). Specifically, the expression of genes related to inflammation, including *Tnf*, *Ccl5*, *Nos2, Il1b*, *Il18*, and *Tlr5*, were downregulated after treatment with *A. fulica* d-SMG on day 3 (Fig. 8c), which was consistent with the reduction in inflammatory cytokines (Fig. 7). In addition, the expression of genes related to wound healing and angiogenesis (*Vegfb*, *Tgfb1*, *Fgf3*, and *Col7a1*) was upregulated after *A. fulica* d-SMG treatment on day 7 and 14 (Fig. 8d). 

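*Nos2*, on chromosome 10, had 278 reads in the control library and 14 in the d-SMG library on day 3, a log2 fold change of −3.37 (95% interval −4.26 to −2.60), and it was the only one of these 6 genes called as a DEG. The read counts of *Tnf* (chromosome 20) were 53 and 5, a log2 fold change of −2.45 (−4.15 to −1.16). *Tnf* was also called with the library size in place of TMM, where its log2 fold change was −2.87, and *Tnf* and *Il1b* were at a BCV of 0.2. With a dispersion per gene, 0 of the 6 genes were called. That dispersion counts a change on a single day as spread, which works against calling it, so this does not decide whether the genes changed. *Il1b* on chromosome 3 fell from 269 to 58 reads (log2 fold change −1.28, interval −1.71 to −0.86), and *Tlr5* on chromosome 13 from 357 to 90 reads (−1.05, interval −1.40 to −0.71). *Ccl5*, also on chromosome 10, had 19 and 6 reads (log2 fold change −0.72, interval −2.34 to 0.65), and *Il18* on chromosome 8 had 184 and 85 reads (−0.18, interval −0.57 to 0.20). For *Ccl5* and *Il18* a difference was not detectable at this depth. All 6 log2 fold changes were negative, with a median of −1.16. Adjusted over the list alone, 2 of the 6 genes were called, which is not independent evidence, because the study chose the genes on these samples. On day 3 the s-GAG library also had fewer reads of *Nos2* than the control after normalization (log2 fold change −2.01), as had the Alg library (−2.60), whereas *Ccl5* was higher in the s-GAG library (1.70) and at least 5.42-fold lower in the Alg library.

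**Figure D1:**
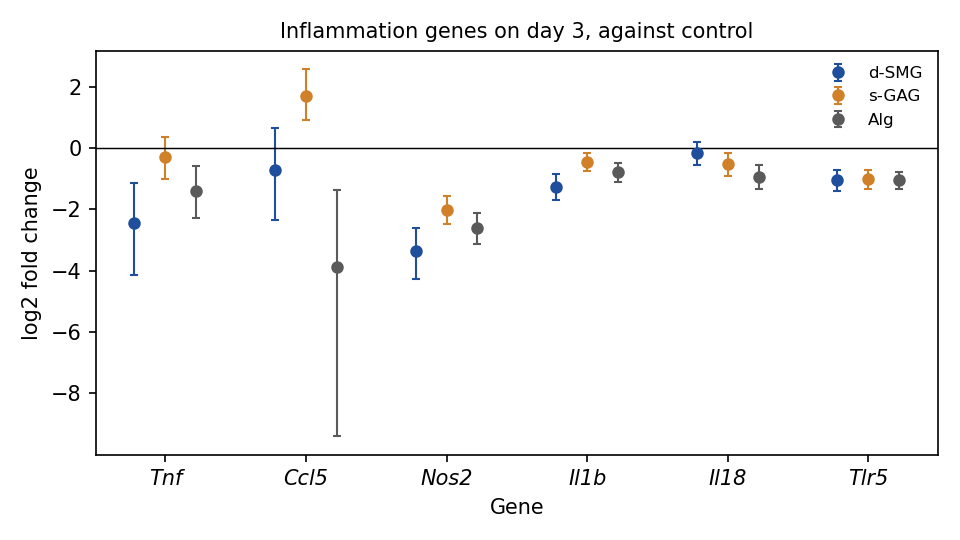
Log2 fold change against the control library on day 3 (vertical axis) of the 6 inflammation genes (horizontal axis) in the d-SMG, s-GAG, and Alg groups, with 1 library per group. Points are the fitted values and bars the 95% intervals of the counting error. The d-SMG points lie between −3.37 (*Nos2*) and −0.18 (*Il18*), and the Alg point of *Ccl5* rests on 1 read.

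The 52 genes named in the heat map of Fig. 8c were all present in the count table, and 51 of them were tested on day 3. Their median log2 fold change between the d-SMG and the control library was −1.05, the 0.01 percentile of random lists, and 48 of the 51 genes were lower in the d-SMG library. With the library size in place of TMM the median was −1.48, the largest change among the alternatives. Of the 51 genes, 10 were called, all downregulated, and 13 were called when adjusted over the list alone, which is again not independent evidence. The largest fitted falls were those of *Cxcl17* (60 and 0 reads), at least 10.5-fold lower, *Cxcl10* (log2 fold change −5.98), and *Mmp3* (−5.17). On day 3 the median of the list was also below 0 in the s-GAG library (−0.93) and in the Alg library (−1.03). In the d-SMG library it was 0.21 on day 7, when 33 of 49 genes were higher than in the control, and 0.21 on day 14. Over the 3 days together, the rotation test of limma (fry) gave the list an adjusted p-value of 0.851 for d-SMG against control (50 genes, median log2 fold change −0.23, lower on 1 of the 3 days). From the lower expression of these genes on day 3, the paper draws a parallel to the reduced inflammatory cytokines in Fig. 7, which were measured as protein. For IL-6, which the paper reports as reduced, the RNA pointed the other way on day 3. *Il6*, which is outside this list, had 17 reads in the control and 28 in the d-SMG library (log2 fold change 1.65, interval 0.74 to 2.62). *Tnf* and *Il1b* RNA were lower on that day.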

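*Vegfb*, on chromosome 1, had 143 reads in the control and 268 in the d-SMG library on day 7, a log2 fold change of 0.40 (95% interval 0.097 to 0.70). On day 14 it had 219 and 161 reads, a log2 fold change of −0.057 (interval −0.36 to 0.24). *Tgfb1*, on the same chromosome, had 168 and 285 reads on day 7 (log2 fold change 0.25, interval −0.028 to 0.54) and 175 and 198 reads on day 14 (0.56, interval 0.26 to 0.87). *Col7a1* on chromosome 8 had 5146 and 8287 reads on day 7 (0.18, interval 0.13 to 0.23) and 2763 and 5181 reads on day 14 (1.29, interval 1.23 to 1.36). The differences in *Tgfb1* on day 7 and *Vegfb* on day 14 were not detectable at this depth, and the value of *Vegfb* on day 14 was positive with the library size in place of TMM (0.11). *Fgf3* (chromosome 1) had 0 reads in the control library and 5 in the d-SMG library on day 7, and 6 and 0 reads on day 14. With fewer than 10 reads it was not tested, and a difference in it was not detectable on either day. None of these genes was called as a DEG on day 7 or day 14, over all genes tested or adjusted over the list alone, but *Col7a1* was called on day 14 at a BCV of 0.2 and passed an unadjusted p-value of 0.05. Neither were *Tgfb1* and *Col7a1* on day 14 in the s-GAG library, where their log2 fold changes were 0.70 and 1.42.

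**Figure D2:**
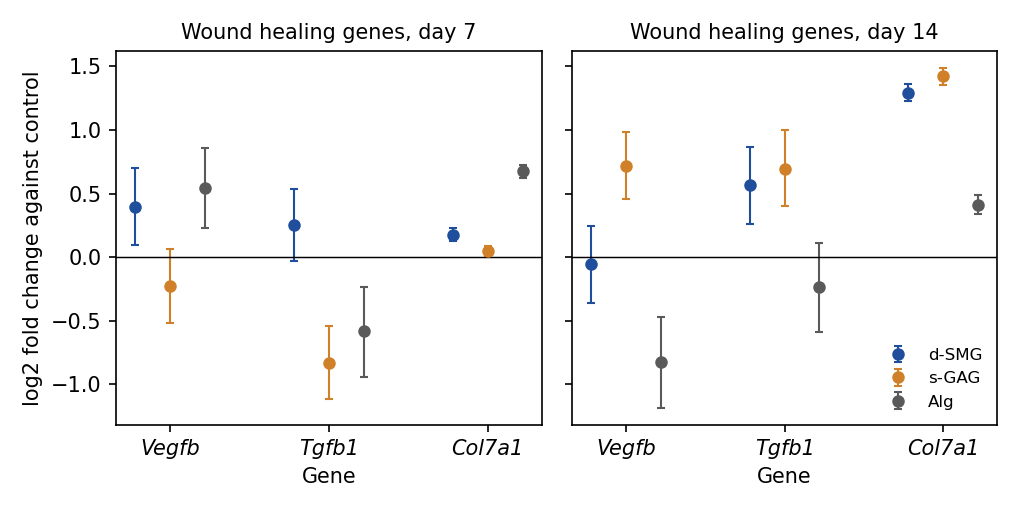
Log2 fold change against the control library of the same day (vertical axis) of *Vegfb*, *Tgfb1*, and *Col7a1* (horizontal axis) in the d-SMG, s-GAG, and Alg groups on day 7 (left) and day 14 (right), with 1 library per group and day. Points are the fitted values and bars the 95% intervals of the counting error. In the d-SMG group *Vegfb* is at 0.40 on day 7 and −0.057 on day 14, and *Col7a1* at 0.18 and 1.29.

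Of the 63 genes named in the heat map of Fig. 8d, 62 were found in the count table. Their median log2 fold change between the d-SMG and the control library was 0.30 on day 7, with 37 of 51 tested genes higher in the d-SMG library, and 0.61 on day 14, with 44 of 55 higher, in both cases the 99.99 percentile of random lists. The median on day 7 was 0.60 with the library size in place of TMM and 0.52 with the FPKM values and a pseudocount of 0.1. On day 7, 1 of the 51 genes was called (2 adjusted over the list alone), and on day 14, 5 of the 55 were called (7 adjusted over the list alone), 4 of them upregulated and 1 downregulated, the study having chosen these genes on the same samples. The downregulated gene on day 14 was *Col4a4* (log2 fold change −2.43). *Fga* was called on both days (log2 fold changes 4.31 and 4.70). *Ugt1a1* (2.84 on day 14) shares exons with *Ugt1a2*, and its counts are therefore uncertain.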

Gene ontology (GO) analysis showed 648 downregulated genes related to immune response, metabolic process, and oxidation-reduction process on day 3 (Fig. 8e). 

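Among the DEGs with at least 100 reads that were lower in the d-SMG library on day 3, the largest fitted falls, all to 0 reads and therefore given as bounds, were those of *Awat2* (chromosome X, with 639 reads in the control and 0 in the d-SMG library), at least 111-fold lower, *Ckmt1* (chromosome 3, 558 and 0 reads), at least 97.2-fold lower, and *Rdh7* (chromosome 7, 458 and 0 reads), at least 79.8-fold lower. GO terms were not analysed here, and gene lists set by hand were used for the immune and metabolic processes. For immunity, 23 interferon response genes had a median log2 fold change of −3.96, with 22 lower in the d-SMG library and 20 called over all genes (22 adjusted over the list alone). The genes with the largest falls in that list were *Rsad2* (1712 and 2 reads), at least 298-fold lower and so above those bounds, *Mx2* (log2 fold change −7.16), and *Mx1* (−7.06). The median of the interferon list against the control was −1.59 in the s-GAG library and −3.82 in the Alg library of day 3. Of 19 genes of cholesterol biosynthesis, 18 were lower, with a median of −1.70 and 7 called (12 adjusted over the list alone). For oxidation-reduction, 18 genes of the respiratory chain had a median of 0.54, with 16 of them higher in the d-SMG library, and 0 were called either way. Their median was 0.11 with the library size in place of TMM. The respiratory chain is only a part of oxidation-reduction, so this median does not speak for or against the paper's GO term. It was also not separated from the larger share of muscle markers in the d-SMG library given below. The medians of the interferon and cholesterol lists were at the 0.01 percentile of random lists, and that of the respiratory chain at the 99.2 percentile. The 15 keratinocyte markers tested were all lower and all called (median −6.26, or −6.09 with the 4 genes of at most 3 reads at their bounds). Of 8 sebaceous gland markers, all lower, 6 were called. All 18 skeletal muscle markers were higher (median 1.89), with 10 called over all genes and 17 adjusted over the list alone. Muscle markers took 18.4% of the reads of the d-SMG library (95% Clopper-Pearson interval 18.39% to 18.43%) and 8.87% of those of the control library. The 3 largest fitted rises on day 3 were those of *Agbl1* (log2 fold change 5.21), *Aqp4* (5.14), and *Myoz3* (5.07).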

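Among the genes called as upregulated in the d-SMG library on day 14 with at least 100 reads, the largest fitted rises were those of *Saal1* (chromosome 1, with 3 reads in the control and 151 in the d-SMG library), *Mt4* (chromosome 19, log2 fold change 5.60), and *Krt35* (chromosome 10, 5.59). A list of 18 proliferation genes set by hand had a median log2 fold change of 1.56 on day 14, at the 99.99 percentile of random lists, and every one of the 18 was higher in the d-SMG library. Of these, 4 were called over all genes and 11 when adjusted over the list alone. The largest changes were those of *Aurkb* (2.40, interval 1.89 to 2.95), *Birc5* (2.19, interval 1.91 to 2.48), and *Cdk1* (2.08, interval 1.60 to 2.58). On day 7 the median of the proliferation list was 0.22, with 18 of 18 genes higher and 0 called, and on day 3 it was −0.076. The 15 hair follicle markers were all higher on day 14 as well (median 2.03), with 8 called over all genes and 11 adjusted over the list alone. On day 14 the proliferation list had a median of 1.66 in the s-GAG and 1.59 in the Alg library, and the hair follicle list of 3.76 and 4.60. Keratinocyte markers went both ways on that day, with *Krt14* higher (log2 fold change 2.15) and *Krt10* (−6.50) and *Flg* (−6.47) lower. The 3 largest fitted falls among the DEGs of day 14 with at least 100 reads in a library were those of *Serpinb11* (164 and 0 reads), at least 41.8-fold lower, *Lce1l* (107 and 0 reads), at least 27.3-fold lower, and *Flg2* (−8.80). The bounds of *Serpinb11* and *Lce1l* are below the falls of *Krt10* and *Flg*. GO terms of the upregulated genes were not analysed here.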

GO analysis of the 240 upregulated genes indicated that *A. fulica* d-SMG treatment enhanced organ regeneration, wound healing, and cell proliferation on day 14 (Fig. 8f). Subsequently, the relative mRNA expression levels of the three groups were analyzed using real-time fluorescence quantitative PCR. In the *A. fulica* d-SMG group, the genes related to inflammation (*Cd86* and *Il-1b*) were significantly downregulated (*P* < 0.01), whereas the genes pertaining to M2 phenotype macrophages (*Arg1*, *Il10*, *Cd163*, and *Jak3*), tissue regeneration, and angiogenesis (*Tgfb*, *Vegfa*, *Col1a1*, *Col3a1*, and *Pdgf*) were upregulated on day 14 (Fig. 8g).

**Fig. 8:**
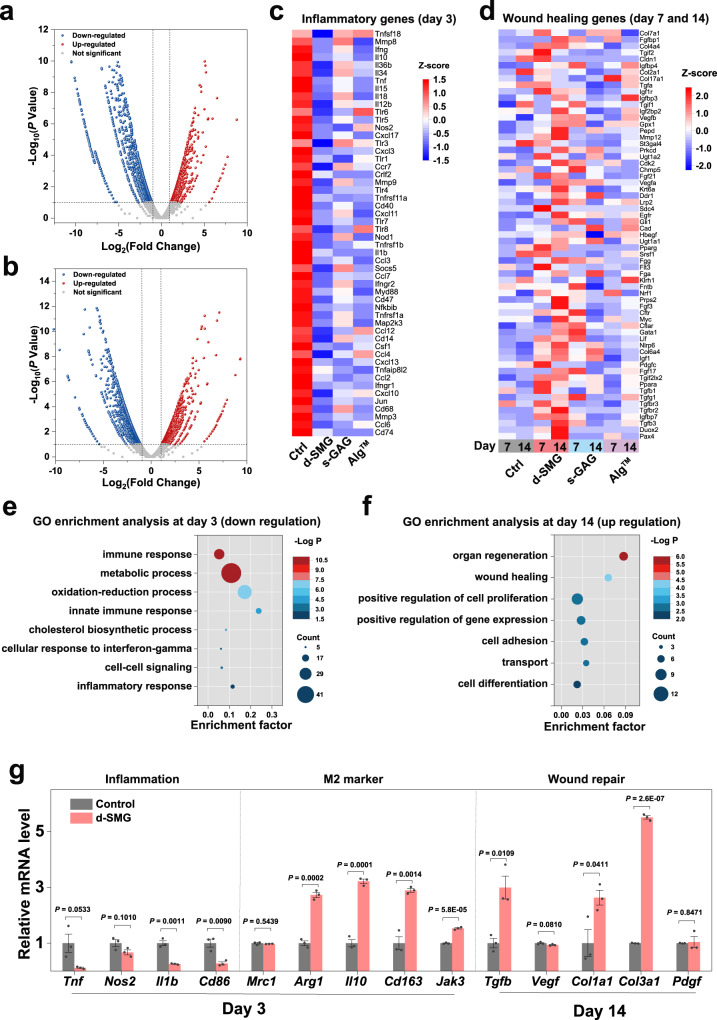
Analysis of differentially expressed genes in diabetic wound tissue. **a**, **b** Volcano plots showing the upregulated and downregulated genes in d-SMG group on day 3 (**a**) and 14 (**b**). **c**, **d** Heat map of inflammation genes on day 3 (c) and wound healing genes on day 7 and 14 (**d**). **e** Gene ontology (GO) enrichment analysis of the downregulated genes on day 3. **f** GO enrichment analysis of the upregulated genes on day 14. **g** The relative mRNA level in the diabetic wound tissue evaluated using real-time qPCR (*n* = 3 biologically independent samples in each group). For (**a**, **b**), Wald test was used; For (**e**,**f**), Hypergeometric tests and Benjamini–Hochberg FDR control procedures were used; For (**g**), two-tailed *t* test was used. Data are presented as mean values ± SEM. Source data are provided as a Source data file.

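Across the 4 libraries of day 3, the control had the highest normalized value in 47 of the 51 inflammation genes of Fig. 8c (92.2%). Over all genes of that day this share was 24.4%, and it averaged 24.9% when unchanged groups were simulated against the same control with a BCV of 0.5. The study chose the genes of both heat maps on these libraries. Shares over all genes and simulated shares are therefore not what unchanged groups would give for such lists. The d-SMG library had the lowest value in 15 of the 51 genes. All 51 genes were lower than in the control in the s-GAG library, and 50 in the Alg library. In the simulation, which made no such choice of genes, the d-SMG and s-GAG libraries lay on the same side of the control in 66.6%. In the data they did so in 94.1% of the genes. On day 7 this share was 49.0%, against a simulated 66.9%, with 16 of the 51 genes lower than in the control in the d-SMG library and 40 in the s-GAG library, and on day 14 it was 70.0% of 50 genes, against 66.4%. On day 7, the control had the highest value in 14 of the 51 genes (27.5%) and the d-SMG library in 28 (54.9%). In the wound healing genes of Fig. 8d, the d-SMG library was highest in 18 of 56 genes on day 7 and in 24 of 57 on day 14, against 29 and 21 for the s-GAG library. On day 14, 45 of the 57 genes were higher than in the control in the d-SMG library, 35 in the s-GAG library, and 35 in the Alg library. The share of the genes of Fig. 8d on the same side of the control in the d-SMG and s-GAG libraries was 64.3% on day 7 and 71.9% on day 14, with simulated values of 67.3% and 66.4%.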

These results demonstrate that *A. fulica* d-SMG regulates the inflammatory response in wound microenvironment by promoting the polarization of macrophages towards the anti-inflammatory M2 phenotype, and by capturing inflammatory cytokines during diabetic wound healing.

## Discussion

Each year, tens of millions of people suffer from various tissue wounds, ranging from minor skin cuts to severe injuries resulting from traumatic incidents, chronic wounds such as diabetic ulcers, and pressure sores^4^. Clinical treatments for these injuries involve reconnection and closure of injured tissues, mainly using sutures or staples. However, sutures and staples may cause additional tissue damage, scarring and/or secondary surgical infection. Biological adhesives are promising alternatives of sutures and staples. Based on the increasing knowledge of the natural adhesion phenomena, the development of biomimetic tissue adhesives has attracted increasing attention in recent years.

Mussel can bind to various substrates by secreting adhesive byssus fibers mechanically reinforced by a proteaceous adhesive containing DOPA^44^. The catechol group of DOPA can be oxidized to an active dopaquinone, leading to Schiff base reaction or Michael addition with free amino groups^45^. Catechol can also form rich ionic or covalent bonds with various substrates. These chemical reactions of the mussel adhesive produce strong cohesion and adhesion abilities. This discovery led to a surge in the development of catechol-based tissue adhesives. Further studies showed that mussel adhesion is an orchestrated process that includes protein fabrication, phase behavior, delivery, deposition, and assembly^46^. A recent study found that in stockpiled secretory vesicles catechol-based proteins were mixed with metal storage particles containing iron and vanadium ions, forming protein-metal bonds within the nascent byssus^9^.

Unlike mussels, land snails do not permanently adhere to their habitat, and their movement depends on the coordination of their foot and adhesive secretions. Therefore, the absence of DOPA in snail mucus is not surprising (Supplementary Fig. 1); however, it is interesting that a gelatinous adhesive can still form without DOPA. Large molecular proteins and sulfated GAGs were the main components of the snail gel (Fig. 1). The protein in snail-mucus gel can create a three-dimensional skeleton, which interacts with linear s-GAG to form supramolecular entanglement, and its positively charged amino or guanidine groups can form electrostatic interactions with abundant negatively charged sulfate and carboxyl groups in s-GAG (Fig. 9a). In addition, hydrogen bonds, π-π interactions, and hydrophobic interactions are also widely present because of the high content of hydroxyl, aromatic, and aliphatic amino acids (Supplementary Table 1–2). Moreover, divalent cations (Ca^2+^ and Mg^2+^) in the mucus can adjust the elasticity of the gel through complexation and electrostatic interactions^12^. Consequently, the natural snail adhesive exhibits supramolecular synergy, and strong toughness and cohesion. Its gelation mechanism is similar to a double-network hydrogel produced by the slug *Arion subfuscus*^12^, which has great potential in guiding the development of synthetic adhesives. For instance, a synthetic adhesive system, consisting of an adhesive surface and a dissipative matrix, had an interface toughness that was tens of times stronger than that of ordinary tissue adhesives^13,47^. Combining previous reports with our findings, the double-network hydrogel is likely a common phenomenon in gastropod secretions, which can inspire the development of tissue adhesives and wound dressings.

**Fig. 9:**
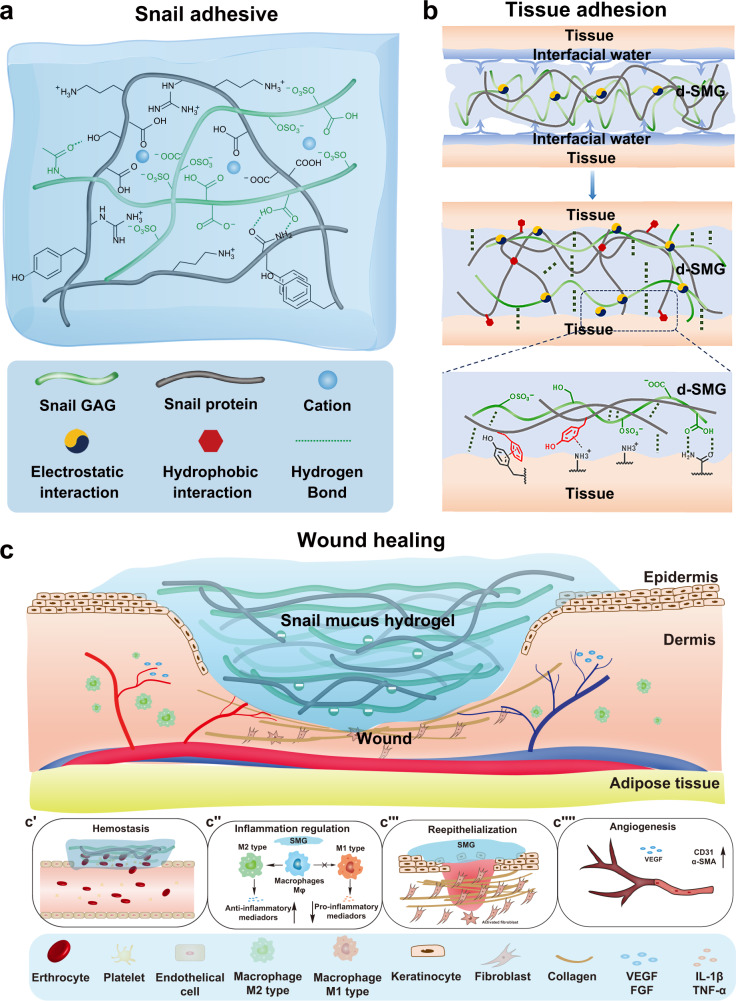
Schematic interpretation of the mechanism d-SMG in wound healing. **a** Formation of double-network snail-mucus hydrogel. **b** A possible tissue adhesion mechanism of d-SMG. **c** The postulated mechanism of d-SMG in accelerating wound healing, including hemostasis (**c′**), anti-inflammation (**c″**), granulation and epithelium regeneration (**c‴**) and angiogenesis (**c⁗**).

Adhesion to wet surfaces, including biological tissue, is important in numerous fields but extremely challenging. The adhesion between the two interfaces mainly depends on the formation of covalent bonds and intermolecular forces (hydrogen bonds, electrostatic interactions, and van der Waals interactions)^48^. However, on wet tissue surfaces, water seals the hydrogen bond receptors and donors of the two interfaces, preventing interactions. Sulfated GAG, a polymer in d-SMG, is hydrophilic because it is rich in sulfates, carboxyl, and hydroxyl groups, thus it can effectively absorb water, and by eliminating interface water the interactions between supramolecules (Fig. 9b) can be reestablished. Our data showed that d-SMG had stronger in vitro and in vivo adhesion to wet tissue than commercial fibrin glue (Figs. 2, 5). Fibrin glue and cyanoacrylate are two commonly used tissue adhesives in clinic, but they lack sufficient efficacy for chronic wound healing such as DFU, due to the weak adhesion to wet tissue (for fibrin glue) or poor biodegradability (for cyanoacrylate). By contrast, d-SMG is biodegradable with both strong adhesion and good biocompatibility. As a nourishing food, the global production of the *A. fulica* snail has reached to about 40,000 tons per year^49^. Thus, the snail secretion d-SMG is a renewable and sustainable resource, and its large-scale production may be feasible.

As a natural biomaterial consisting of 30–50% protein and 10–16% sulfated glycosaminoglycan, d-SMG has a composition similar to that of the extracellular matrix (ECM), which is composed of fibrous proteins and polysaccharides, and provides mechanical support for cell growth and regulates cell behavior^50^. In recent decades, ECM-like wound dressings have been developed as provisional matrix replacements for diabetic wounds^51^. These products allow host cellular infiltration and promote matrix deposition, angiogenesis, and re-epithelialization^51^. An FDA-approved acellular wound dressing (Integra Dermal Regeneration Template, Integra Life Sciences) comprises an inner layer of collagen and GAG and an outer silicone layer, which benefits complete wound healing^38,52,53^. Likewise, the s-GAG-protein-based gel d-SMG can keep the wound tissue moist and provide a suitable environment for tissue regeneration. In vivo study showed that d-SMG promoted skin wound healing in both normal and diabetic rat models (Supplementary Fig. 11, Fig. 6). It improved the angiogenesis, granulation tissue neogenesis, collagen deposition, and epidermal regeneration in the wound bed (Fig. 9c). Apart from functioning as an adhesive wound dressing, d-SMG also reduced the levels of inflammatory cytokines in wound tissues, possibly by both regulating macrophage polarization and capturing inflammatory cytokines.

Normal wounds heal via predictable, sequential steps: hemostasis, inflammation, proliferation, and remodeling, whereas chronic wounds, especially DFUs, exhibit delayed healing and are often considered to be ‘stuck’ in the inflammatory stage^54^. Macrophages are the main cells in regulating the wound healing process by differentiating into the proinflammatory M1 and anti-inflammatory M2 phenotypes in different phases^17^. Both d-SMG dressing and its active ingredient s-GAG could promote the polarization of macrophages towards the M2 phenotype possibly by upregulating STAT3 phosphorylation, which may contribute to transition of wound healing process from inflammation to proliferation, thus accelerating wound healing (Fig. 6). The s-GAG, as the main active component of d-SMG, is responsible for the inflammation modulating function of d-SMG, while s-GAG itself does not have potent adhesion.

It’s reported that negative-charged glycosaminoglycan can efficiently bind to the inflammatory cytokines with positive-charged amino acids^43^. For instance, the well-known anticoagulant heparin can bind to inflammatory cytokines, and exhibits potent anti-inflammatory function^55–57^. A heparin-based star-shaped polyethylene glycol hydrogel system was designed to capture inflammatory chemokines, which showed in vivo pro-healing effect^40^. d-SMG contains a high content of heparin-like GAG, which also exhibits high affinity for binding the inflammatory cytokines such as TNF-α, IL6, IL8, and IP10. The result suggests that d-SMG may capture inflammatory cytokines in wound tissues.

For the research of DFU, although consensus is lacking regarding the animal model that best recapitulate human DFU pathophysiology, streptozotocin (STZ)-induced diabetic model is one of the most applied models to evaluate diabetic wound healing functions of biomaterials^58^. However, this model has limits in mimicking human DFU in terms of pathophysiology, for instance it may not have the similar peripheral neuropathy, prolonged systemic hyperglycemia and mechanical stress etc^38^. Nevertheless, our data have exhibited optimistic results for the concept of using natural adhesive in wound healing. Further assessment of d-SMG application may require animal models with delayed wound healing such as db/db mice and porcine, which are more closely resembles the physiology of human skin to illustrate the translational and clinical potential^35,59^.

In this work, d-SMG from snail secretion is a natural tissue adhesive, which consists of a network of protein and sulfated polysaccharide. The biodegradable d-SMG have strong adhesion to wet tissue, hemostatic effect, good biocompatibility and hemocompatibility, and in vivo pro-healing activity for skin wound. Sulfated glycosaminoglycan is the main active components in d-SMG, which can effectively regulate the inflammatory response in wound microenvironment by promoting the polarization of macrophages towards the anti-inflammatory M2 phenotype, and by capturing inflammatory cytokines. Our findings provide theoretical and material insights into developing bioactive dressings and bioengineered scaffolds for wound healing.

## Methods

### Materials

1, 9-dimethyl methylene blue and streptozotocin (STZ) were purchased from Sigma-Aldrich (MO, USA). L-DOPA was from Shanghai Yuanye (Shanghai, China). 3-(4,5-dimethyl-2-thiazolyl)−2,5-diphenyl tetrazolium bromide (MTT), BCA protein assay kit, and alizarin red S were from Beijing Solarbio (Beijing, China). Absorbable sutures were from Shanghai Pudong Jinhuan Medical Products. (Shanghai, China). Cyanoacrylate (COMPONT®) was from the Beijing Compete Medical Equipment (Beijing, China). Fibrin glue (Bioseal®) was from Guangzhou Bioseal (Guangzhou, China). Nonabsorbable surgical sutures were from Foosin Medical Supplies Inc., Ltd. (Weihai, China). The Alginate dressing^TM^ was from Minnesota Mining Manufacturing (3 M) (St. Paul, Minnesota, USA). All cell culture-related reagents were from Gibco (Grand Island, NY, USA). All other chemical reagents are of analytical grade from commercial sources.

### Animals and cells

The snail *Achatina fulica* (20–23 g/snail) was obtained from the Fangyuan Snail Farm (Xiangyang, China), and *Helix lucorum* (15–19 g/snail) was from Lver Agricultural Science and Technology Park (Luoyang, China). Male SD rats (8–12-week-old) were from Hunan Shrek Jingda Experimental Animal Co., Ltd. (Hunan, China). The animal experiments were approved by the Research Ethics Committee of the Kunming Institute of Botany (SYXK-K2018-0005), Chinese Academy of Sciences.

L929 (GDC0034) cell line was purchased from China Center for Type Culture Collection, Chinese Academy of Sciences. RAW264.7 (SCSP-5036) cell line was purchased from National Collection of Authenticated Cell Cultures, Chinese Academy of Sciences. Cell lines were authenticated by providers. All cell lines showed normal size, karyotype, morphology, and no contamination were observed.

### Collection of SMG and preparation of d-SMG

The snails were cleaned with deionized water and sterilized in ozone atmosphere for 30 min. By stimulating snail foot, the fresh snail-mucus gel (SMG) was collected from the secretion of snails. Approximately 20 g of fresh SMG can be collected from 10 adult snails each time, and the snails were bred for another two weeks before next collection. The dried SMG (d-SMG) was obtained from SMG by lyophilization (SMG was placed in liquid nitrogen for 15 min, and then placed in a lyophilizer at a pressure lower than 75 Pa for 48 h). Then, after irradiation the sterilized d-SMG was sealed and stored at –20 °C before being used in animal experiments.

### Extraction and purification of s-GAG

The s-GAG was isolated and purified as described previously with some modifications^18^. 10.8 g d-SMG was added to 800 mL deionized water containing 2% alkaline protease, after incubation at 60 °C and pH=9 (maintained with 6 M NaOH) for 36 h, the mixture was cooled to room temperature, pH was adjusted to 7 with 6 M HCl, and the solution was diluted to 1000 mL with deionized water. Then after centrifugation (3000 ×g, 30 min), the supernatant was precipitated with 3 volumes of ethanol, the obtained precipitate was washed with absolute alcohol, dissolved in 100 mL of 0.2 M NaCl and centrifuged at 3000 ×g for 20 min. 5 % benzethonium chloride solution was added to the supernatant and after centrifugation the precipitate was dissolved in saturated NaCl, precipitated with 4 volumes of absolute alcohol. The precipitate was dissolved in water, dialyzed with 3 kDa cut-off membrane, and lyophilized to obtain a white powder designated s-GAG (1.2 g).

### Characterization

Rheological tests were performed using a rheometer (Anton Paar MCR302, Germany) with rheocompass software. Fresh SMG (0.5 g) and rehydrated d-SMG (with hydration rate of 95%, 90%, 80%, and 60%) were prepared and placed on a parallel plate. Subsequently, the storage modulus (G’) and loss modulus (G”) were recorded with frequency of 0.1 to 1 Hz and a shear strain of 5% at 25 °C.

The materials and methods of the chemical composition analysis are described in detail in the Supporting Information.

### In vitro adhesion tests

Qualitative evaluations of tissue adhesion were performed using rat tissues or organs, including the heart, liver, kidney, spleen, and muscle. Approximately 200 mg of fresh mucus and 5 mg of d-SMG was placed on the wet tissue surfaces, and the adhesion state was observed and photographed.

Quantitative tissue adhesion strength tests, including the lap shear, tensile, and T-peel tests, were performed according to the ASTM F2255-05, F2258-05, and F2256-05. Commercial hog casings and skins were used as biological tissue materials. Tissues were coated with water or blood before testing, and then d-SMG was placed between the two tissues and secured for 1 min. The two tissues were placed into a universal testing machine (Yueqing HANDPI Instrument, China) for tensile loading at a strain rate of 1 mm/s. The hydrogel adhesion strength was determined at the point of detachment.

### Cytocompatibility

The cytotoxicity of d-SMGs was evaluated as previously reported^27^ with minor modifications. Briefly, d-SMG was dissolved in complete medium. The mixed medium was centrifuged (22000 × *g*, 15 min), and the supernatant was filtered through a 0.22-μm membrane. L929 fibroblast cells were seeded into 96-well plates (2000 cells per well) and cultured at 37 °C for 24 h. Then, the medium was replaced with the normal medium or mixed medium (0.05, 0.1, 0.2, 0.5, 1.0, and 2.0 mg/mL d-SMG) and the cells were continuously cultured at 37 °C for 24, 48, and 72 h. At selected times, the culture solution was replaced with an MTT reagent for 4 h at 37 °C. Next, MTT was gently removed, 100 μL of DMSO was added to each well, and the absorbance at 490 nm was detected. Three batches of L929 cells were used for biological repeats. At the same time, the cell growth status was recorded in real time by IncuCyte S3 Live-Cell Analysis System (Sartorius, Germany). The number of cells in each well was counted by IncuCyte Cell-By-Cell analysis module.

### Hemocompatibility

The hemocompatibility test was performed as previously described^60^. Anticoagulated blood from healthy SD rats was diluted to a concentration of 5.0% (v/v) with PBS. 0.5 mL d-SMG (0.1, 0.2, 0.4 mg/mL in PBS) was added into 0.5 mL whole blood diluent (5.0% in PBS). After incubation at 37.0 °C for 1.0 h, the samples were centrifuged (116.0 × *g*, 10 min), and the absorbance of the clear supernatant was detected at 540.0 nm using a microplate reader (FlexStation 3 Multi-Mode Microplate Reader, Molecular Devices, LLC, USA). Blood diluted to 5.0% with deionized water and PBS was served as the positive control and negative control, respectively. The hemolysis percentage of d-SMG was calculated as follows:

1 $${{{{{\rm{Haemolysis}}}}}}\,{{{{{\rm{ratio}}}}}}\,(\%)=\frac{{{{A}}}_{{{{{{\rm{sample}}}}}}}-{{{A}}}_{{{{{{\rm{control}}}}}}}}{{{{A}}}_{{{{{{\rm{positive}}}}}}}-{{{A}}}_{{{{{{\rm{control}}}}}}}}\times 100\%$$

where *A*_sample_, *A*_control_, and *A*_positive_ represent the absorbance of the sample, negative control, and positive control, respectively.

APTT was determined using a coagulometer (TECOMC-4000, Germany) using APTT reagents and human coagulation control plasma, according to the product instruction. Heparin was used as the positive control.

### Biodegradability

The biodegradability of the d-SMG was evaluated by subcutaneous embedding in rats. Male SD rats (200 ± 20 g) were randomly divided into three groups (n ≥ 5/group). After anesthesia with isoflurane, the dorsal area was shaved and disinfected with iodine and 75% ethanol. Dorsal skin (3.5 cm from the ear) was incised with the length of 2 cm. Skin incision were sutured and bandaged after embedding 20 mg of d-SMG to prevent scratching. Each rat was housed in a single cage and allowed *ad libitum* access to food and water. Photographs of the wound were taken on day 0, 7, 14, and 21. Square tissues (3 × 3 cm around the scar) were collected for histological analysis on day 3, 7, 14, and 21.

### BCI test

The BCI test was performed as previously described^22,23^. Whole blood was collected from healthy rats through the abdominal aorta and was anticoagulated. d-SMG was cut into square slices (length: 6 mm; height: 1 mm). Gauze was used as a positive control and cut to the same size as the hydrogel slice. The dried hydrogel or gauze was preheated at 37 °C. Then, 10.0 µL of recalcified whole blood (contained 10 μM CaCl_2_) was incubated with the dried hydrogel or gauze to initiate coagulation. After incubation at 37 °C for 60, 90, 120, and 150 s, 1.0 mL deionized water was gently added to lyse the free red blood cells. After centrifugation (116.0 × *g*, 10 min), the absorbance of hemoglobin in the supernatant was detected at 540.0 nm using a microplate reader. BCI was calculated by the following equation:

2 $${{{{{\rm{BCI}}}}}}\,(\%)=\frac{{{{A}}}_{{{{{{\rm{sample}}}}}}}}{{{{A}}}_{{{{{{\rm{control}}}}}}}}\times 100\%$$

where *A*_sample_ and *A*_control_ represent the absorbance of the sample and control (10.0 µL recalcified whole blood dissolved in 1.0 mL deionized water), respectively.

### Red blood cell and platelet adhesion assessments

d-SMG or gauze was incubated with whole blood for 5 min or with platelet-rich plasma for 1 h at 37 °C. After incubation, all samples were washed thrice with 4 mL DPBS to remove free blood cells or platelets. The samples were then fixed in 3% glutaraldehyde for 4 h, gradient-dehydrated with ethanol, sputter-coated with platinum, and examined using scanning electron microscopy (Sigma 300, Zeiss, Germany), (Magnification: 800× and 2000 ×, Power: 7.00 kV).

### In vivo liver hemostatic ability

Male SD rats (200 ± 20 g) were used for liver hemostatic tests in vivo. The rats were randomly divided into four groups: control, *A. fulica* d-SMG, *H. lucorum* d-SMG, and the gauze (positive control). Rat was anesthetized with isoflurane, and liver was exposed by abdominal incision. The pre-weighed filter paper was placed beneath the liver. A part of the left lobe of the liver (length: 2.5 cm, width: 0.5 cm) was cut off, and hemostatic material was immediately applied to the vertical section. After 2 min, the filter paper was weighed, and blood loss was calculated. In the control group, no treatment was applied after the liver was cut.

### Skin incision adhesion assessments in vivo

A rat skin incision model was used to evaluate the in vivo tissue adhesion of d-SMG, using sutures, cyanoacrylate, and fibrin glue as positive controls and saline treatment as a negative control^27^. Rats were divided into five groups (7/group), rat dorsal was shaved 12 h before experiment. After anesthesia with isoflurane, and two linear skin incisions (2 cm in length) were made in the rat dorsum using sterilized surgical scissors. Then the skin incision was photographed immediately after treatment, and covered with an elastic bandage. Each rat was housed in a cage and allowed *ad libitum* access to food. Wound closure was recorded on postoperative day 3, 5, and 7. Circular skin samples (3 × 3 cm around the wound) were collected for histological analyses on day 7, after which the rats were euthanized.

### Wound healing assessment in normal rats

SD Rats (male, 180–220 g) were randomly assigned to four groups (8–10/group): the negative control (normal saline), *A. fulica* d-SMG (5 mg in 50 μL of normal saline), *A. fulica* s-GAG (10 mg/mL, 90 μL), and the positive control Alg^TM^ dressing (10–12 mm in diameter) groups. Rats were anesthetized with isoflurane, and the dorsal area was shaved and disinfected with iodine and 75% ethanol. A 10-mm circular, full-thickness dorsal wound was created by a punch, then skin around the wound was fixed with a gasket. The Alg^TM^ dressing was changed after obvious absorption of exudate, while the degradable d-SMG was not changed during experiment. Each rat was housed in a single cage and allowed *ad libitum* access to food and water. The wound was photographed on day 0, 2, 5, 8, and 11. Circular skin samples (3 × 3 cm around the wound) were collected for histological analyses on day 5 and 15, after which the rats were euthanized.

### Wound healing assessment in diabetic rats

The chronic wound healing ability was evaluated by the full-thickness skin wound model in streptozotocin (STZ)-induced diabetic rat. Diabetic rats were established as previously described, then the SD rats (male, 320 ± 30 g) were divided into four groups (≥13–16/group). The rats were anesthetized with isoflurane, and their dorsum was shaved and disinfected with iodine and 75% ethanol. A 10-mm circular, full-thickness dorsal wound was created in each animal using a punch. The wound treatment is the same as those of normal rats. Each rat was housed in a single cage and allowed *ad libitum* access to food and water. The wound was photographed on day 0, 3, 7, 10, 14, and 21. Circular skin tissue from three randomly selected rats (3 × 3 cm around the wound) were collected for histological analysis, after which the rats were euthanized.

### Histological analysis and immunofluorescence staining

For histopathological analysis, wound tissues from diabetic rats were collected on day 3, 7, and 14, fixed with 4% paraformaldehyde, embedded in paraffin, and sectioned into 5-μm thick sections. Tissue sections attached to the slides were deparaffinized, rehydrated, and stained with hematoxylin & eosin, and Masson’s trichrome.

For immunofluorescence staining, deparaffinized and rehydrated sections were processed for heat-induced antigen retrieval in citrate buffer (10 mM, pH 6.0) at 98 °C for 10 min. Non-specific binding was blocked by goat serum (10%) for 1 h after permeation for 10 min. To evaluate angiogenesis, CD31 and α-SMA primary antibodies and the corresponding secondary antibodies were used. CD206 and CD86 primary antibodies and corresponding secondary antibodies were used to determine macrophage phenotypes in the wound tissue. Cellular nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Servicebio, China) for 10 min. Immunofluorescence images were acquired using a Carl Zeiss Microscopy GmbH (Axio Scan Z1, Germany) and quantified using ImageJ software.

### Cytokines analysis by bio-plex system

For cytokine assays, fresh skin wound tissues were obtained from diabetic rats. Subsequently, the tissues were homogenized in cold PBS using a homogenizer (KZ-III, Servicebio, China) with a rotor-stator (4 mm beads × 3, 3 mm beads × 4, 60 s × 2 replications at 60 Hz), and then centrifuged at 15,000 × *g* at 4 °C for 10 min. Protein concentration in supernatant was determined using a BCA protein assay kit. The concentrations of interleukin-1a (IL-1a), interleukin-1b (IL-1b), interleukin-2 (IL-2), interleukin-4 (IL-4), interleukin-5 (IL-5), interleukin-6 (IL-6), interleukin-10 (IL-10), interleukin-12 (IL-12), interleukin-13 (IL-13), granulocyte-macrophage colony stimulating factor (GM-CSF), interferon-gamma (IFN-γ), and tumor necrosis factor-α (TNF-α) were measured by the flexible Bio-Plex system (Bio-Rad, #171K1002M, USA). All procedures were performed according to the manufacturer’s instructions.

### Surface plasmon resonance

Interactions between the s-GAG or heparin and cytokines were assessed by detecting the binding of s-GAG or heparin to TNF-α, IL-8, IP-10, and IL-6 coated on CM5-Chip (Cytiva, #10308493, USA) using surface plasmon resonance (Biacore S200, GE Healthcare), as previously described^18^. Briefly, cytokines (TNF-α (#ab25010), IL-8 (#ab51095), IP-10 (#ab9810), and IL-6 (#ab259381), Abcam, UK) was respectively coupled to a CM5 sensor chip of a Biacore S200 via carbodiimide chemistry at pH 5 in 10 mM acetate buffer using EDC/NHS (Aladdin, Shanghai, China) to a level of 1000RU. The s-GAG or heparin was then run over the surfaces at 30 µL/min flow rate at different concentrations (10.0, 8.0, 4.0, 2.0, 1.0, 0.5, and 0.25 mg/mL for s-GAG to TNF-α and IP-10; 6.0, 3.0, 2.0, 1.0, 0.5, and 0.25 mg/mL for s-GAG to IL-6; 7.0, 5.0, 4.0, 3.0, 2.0, and 1.0 mg/mL for s-GAG to IL-8; 3.0, 2.0, 1.0, 0.5, 0.25, 0.125, and 0.063 mg/mL for heparin to TNF-α, IL-8, IP-10, and IL-6) in duplicate and from the obtained sensor grams, the kinetic association and dissociation rate constants were determined by curve fitting using the Biacore S200 Evaluation Software.

The kinetic curve of interactions between the s-GAG or heparin and cytokines was fitted by using the Biacore S200 Evaluation Software.

### Western blot analysis

RAW 264.7 cells treated with d-SMG (0.2 mg/ml), s-GAG (0.15 mg/ml), IFN-γ (10 ng/ml), IL-4 (5 ng/ml), or IL-10 (20 ng/ml) for 2.0 h were lysed using RIPA buffer with 1% phosphatase and proteinase inhibitor (Beyotime, China). Following centrifugation of the homogenate (20,000 × *g*, 15 min), the supernatant was collected for western blotting. Protein concentrations were measured using the BCA protein assay (Beyotime, China), with bovine serum albumin (BSA) as a standard. Protein samples (20 μg/lane) were loaded onto a 10% SDS-PAGE gel for separation and then transferred to a polyvinylidene difluoride (PVDF) membrane. Membranes were blocked in 5% non-fat milk (Bio-Rad) for 30 min at room temperature and then incubated with antibodies against STAT1, p-STAT1 (Tyr701), STAT3, p-STAT3 (Tyr705), STAT6, p-STAT6 (Tyr641), and β-Actin at 4 °C overnight (Supplementary Table 11). Blots were then washed in PBST (PBS with 0.1% Tween-20) and incubated with secondary antibody. Immunoreactive proteins were detected using an ECL chemiluminescence system (Clinx Science Instruments Co., Ltd., Shanghai, China) with default settings. The ratio between phosphorylated protein and total protein was calculated.

### Transcriptome analysis

Wound tissues from diabetic rats were collected on day 3, 7, and 14. Total RNA was extracted using TRIzol reagent (Invitrogen). RNA was detected by examining the A260/A280 ratio using a NanodropTM One spectrophotometer (Thermo Fisher Scientific Inc., USA), and quantified using Qubit3.0 with a QubitTM RNA Broad Range Assay kit (Thermo Fisher Scientific Inc., USA). 2 mg of total RNA were used for stranded RNA sequencing library preparation using the Ribo-off rRNA Depletion Kit (Human/Mouse/Rat) (Illumina, USA) and the KCTM Stranded mRNA Library Prep Kit for Illumina (Wuhan SeqHealth Co., Ltd. China), according to the manufacturer’s instructions. The library products corresponding to 200–500 bp were enriched, quantified, and sequenced on a NovaSeq 6000 sequencer (Illumina, USA) with the PE150 model. RNA-seq data were compared using bioinformatic tools. Differential expression analysis was performed using the edgeR software^61^. Heatmaps were generated using the TBtools software (https://github.com/CJ-Chen/TBtools/releases). GO terms, and KEGG pathways were identified using KOBAS 2.0. Hypergeometric tests and Benjamini–Hochberg FDR control procedures were used to determine the enrichment of each term.

### mRNA expression analysis by qRT-PCR

Total mRNA was extracted from wound tissue or RAW264.7 using an E.Z.N.A. Total RNA Kit II (Omega Biotek, USA) and reverse-transcribed into cDNA using BlasTaqTM 2X PCR MasterMix (Abm, USA), according to the manufacturer’s instructions. qRT-PCR was performed using BlasTaqTM 2X PCR MasterMix (Abm, USA) on a QuantStudioTM 7 Flex Real-Time PCR detection system (Thermo Fisher, USA). Levels of *Mrc1, Arg1, Cd163, Jak3, Il10, Nos2, Tnf, IL-1b, Cd86, Tgf-b, Vegf, Col1a1, Col3a1, Pdgf*, and *β-actin2* transcripts were examined. The data were analyzed using the 2^−ΔΔCt^ method, and the expression was normalized to that of β-actin. The experiments were independently performed three times (*n* = 3). The mRNA primer sequences used are listed in Supplementary Table 12.

### Statistical analyses

All data are presented as the mean ± standard error of the mean (SEM) and were analyzed by Student’s two-tailed *t* test. *P*-values less than 0.05 were considered statistically significant. The number of independent samples of microscopic images of pathological sections is consistent with that of corresponding quantitative experiment. SPSS software (version 20.0; IBM, USA) and OriginPro 2017 SR2 (b9.4.2.380) were used for the data analysis and plotting.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data needed to support the conclusions in the paper are present in the paper and/or the Supplementary Information. Data underlying Figs. 1–9 and Supplementary Figs 1–17 is provided with this paper in the Source Data file. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium with the dataset identifier PXD036781. The transcriptome sequencing data used in this study are available in the Gene Expression Omnibus database under accession number GSE206113. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

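RNA sequencing of wound tissue from diabetic rats was taken from the files the authors deposited for 12 libraries, 1 for each of 4 groups (control, d-SMG, s-GAG, and Alg) on each of 3 days (3, 7, and 14). The libraries were stranded, depleted of rRNA, and sequenced as paired reads of 150 bases. The authors deposited the read counts of 25620 genes without normalization, as whole numbers. The authors also deposited FPKM values of 25524 genes, scaled by gene length and library total before the files were deposited. The aligner, the counting tool, the genome build, and the rule for an expressed gene are not named in the paper's text or in the headers, and therefore no gene coordinates other than the chromosome are given. Of the genes, 19109 were protein coding and 5526 lncRNA, and 21756 of the 25620 symbols were found in a RefSeq gene table of the rat. Each of the 2 tables holds 1 further column of values whose name matches no described sample, and it was not used here. The library totals ranged from 13748887 to 38302461 reads on genes, a ratio of 2.79.

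Each treated library was compared with the control library of the same day by the exact test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes with at least 10 reads in the 2 libraries together, and Benjamini-Hochberg adjustment at an FDR of 0.05. The paper names edgeR and this FDR in its text, and a Wald test in the legend of Fig. 8, and states no dispersion. The BCV was set to 0.3 because the volcano plot in Fig. 8a, read by eye, lies near the exact test at that value, so that a number of DEGs near the paper's is not an independent result. With 1 library per group there is no replicate check, and the test compares those libraries, not the conditions. Treatments were also compared over the 3 days by the quasi-likelihood test of edgeR, with day and treatment as terms and the genes kept by filterByExpr, and day 14 with day 3 in the same way. In that model the days serve as the replicates, so that a treatment effect that changes with the day counts as spread.

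Single genes are given with exact Clopper-Pearson intervals at a confidence level of 95% on their share of the reads (binom.test), which cover the counting error only, not the spread between animals. Fold changes against a library with fewer than 3 reads are lower bounds computed against 3 reads, which leave out the counting error. The genes named are those the paper names in its text on RNA sequencing and qPCR, and for each day the 3 genes with the largest fitted rise and the 3 with the largest fitted fall between d-SMG and control among the called genes with at least 100 reads in the higher library, without provisional symbols. For each comparison over the 3 days they are the 3 genes with the smallest adjusted p-value in each direction. Members of a list are named by the largest fitted change. Fitted changes over 0 reads rank genes above others whose lower bound is larger.

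The 25 gene lists are the inflammation genes and the wound healing genes of the paper's text, its qPCR genes, the genes of the heat maps in Fig. 8c and Fig. 8d, and lists set by hand. The latter are markers of M1 macrophages, M2 macrophages, all macrophages, neutrophils, T and NK cells, skeletal muscle, adipocytes, sebaceous glands, keratinocytes, hair follicles, fibroblasts and matrix, endothelium, smooth muscle, and erythroid cells, and genes of proliferation, cholesterol biosynthesis, the interferon response, the respiratory chain, the immediate early response, and housekeeping. The study chose the genes of its text and heat maps on these samples. Of the lists set by hand, the Fig. 8c list holds 6 M1 markers, 1 M2 marker, 2 macrophage markers, 1 neutrophil marker, 2 interferon response genes, and 1 immediate early gene. Each list was summarized by its median log2 fold change, an order-statistic 95% interval over its genes, and its percentile among 10000 random lists matched in 20 bins of expression. Genes are not independent replicates, and no p-value was computed across genes within 2 libraries. Over the 3 days the lists were tested with fry of limma 3.58.1, two-sided, with adjustment over the 25 lists, and with camera at a preset correlation of 0.01. DESeq2 1.42.0 and statmod 1.5.0 were used in the alternatives and the model fits, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

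The comparisons, the tests, the BCV, the gene lists, the rule for named genes, and the alternatives were set before the data were examined. The alternatives were RLE size factors or the library size in place of TMM, a BCV of 0.2 or 0.4, a dispersion per gene estimated from all 12 libraries, unadjusted p-values, no low-count filter or a minimum of 50 reads, an absolute log2 fold change of at least 1, and the deposited FPKM with a pseudocount of 1 or 0.1. A prior count of 2 in place of 0.125 was tried for single genes. For the comparisons over the days they were DESeq2, no replicate block, only the libraries of the groups compared, and each day or treatment left out in turn.

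The steps were tested on simulated data with 200 changed genes. The exact test at a BCV of 0.3 recovered from 82.5% to 85% of them with 4 to 6 false calls when the simulated BCV was 0.3. When it was 0.5, the test recovered from 81% to 86.5% with 1155 to 1191 false calls. The quasi-likelihood test recovered 100% with 7 false calls and 87.5% with 5 false calls at these values, and DESeq2 100% with 27 and 93% with 35. The fry test recovered a list of raised genes both times, and 10 and 8 of 200 random lists had an unadjusted p-value under 0.05. GO terms and the qPCR measurements were not analysed here.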

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

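The tests of dilution by muscle RNA, of muscle RNA added to an unchanged library, of a deeper control library for the Fig. 8c and interferon response genes, of an effect present on every day, of macrophages behind the interferon response genes, of a control library apart from the treated ones, and of keratinocyte markers beside the hair follicle markers were chosen only after the result was seen. No difference between days in the effect of d-SMG was tested, since each day has 1 library per group.

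Tissue markers, which the paper does not report from the RNA sequencing, differed between the d-SMG and the control library on day 3. The median log2 fold change was 1.89 for skeletal muscle, −6.26 for keratinocytes, −6.06 for sebaceous glands (−5.33 with genes of at most 3 reads at their bounds), −1.77 for adipocytes, and 2.53 for erythroid markers. The erythroid list rests in part on *Hba-a1*, *Hba-a2*, and *Hba-a3*, near-identical copies that share reads, and is uncertain. Its median against the control was larger in the s-GAG (3.95) and Alg (4.23) libraries of day 3 than in the d-SMG library. The muscle markers were lower with d-SMG on day 7 (−3.41) and day 14 (−2.57), a difference from day 3 of −5.30 and −4.46. The keratinocyte median rose by 7.61 from day 3 to day 7. None of these differences between days was tested. The 10 genes with the most reads took 25.5% of the reads of the d-SMG library on day 3. Muscle RNA added to an otherwise unchanged library was argued against, because it lowers all genes from outside muscle alike, while the keratinocyte markers lay −6.29 from the median of random lists of the same expression. An effect of d-SMG on muscle content that is present on every day was argued against by the median of −3.41 on day 7. Of the genes lower with d-SMG on day 3, 25.9% followed the keratinocyte markers over the other 10 libraries, against 8.26% of matched random genes. Of the genes higher, 52.4% followed the muscle markers, against 10.5%. A candidate explanation is therefore that the d-SMG tissue of day 3 held little epidermis and more muscle. Whether this came from the treatment on that day or from the piece of tissue taken was not tested, and the lower muscle markers of days 7 and 14, the adipocyte markers, and the erythroid markers had no test of their own.

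The interferon response genes, of which 2 are in the list of Fig. 8c and which the paper does not report as a group, had a median of −3.96 between the d-SMG and the control library on day 3. Their median rose by 4.34 from day 3 to day 7, a difference that was not tested. The mean log2 CPM (reads scaled by library total and TMM) of the list on day 3 was 6.75 in the control, 5.44 in the s-GAG, 3.13 in the Alg, and 2.47 in the d-SMG library. On day 7 it was 3.08, 4.49, 3.96, and 3.66, respectively, so that the control library differed most between these days. More macrophages in the control were argued against as the whole cause by the median of the macrophage markers, −1.04. With the trend on gene length removed the median was −3.88, which argues against gene length. A deeper control library acts alike on genes of the same expression, and is argued against by the difference of −4.04 from the median of random lists of the same expression. An interferon response in the control animal of that day, and one lowered by the dressings, both stay open, since 1 control library stands behind all 3 comparisons.

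The median of the Fig. 8c genes with d-SMG was higher on day 7 than on day 3 by 1.26, and that of the T and NK cell markers was higher on day 14 than on day 3 by 2.16. Neither difference between days was tested. For the fall of the Fig. 8c genes on day 3, dilution by muscle RNA and a deeper control library both act alike on genes of the same expression from outside muscle. The median of the list lay −1.01 from that of random lists of the same expression. The study chose the list on these libraries, so this gap can come from the choice and decides neither explanation. The 38 genes of the list that did not follow the keratinocyte markers had a median of −0.83. This value too can come from the choice of the list, so it does not decide whether little epidermis was the cause. The median of the whole list was −0.96 with the trend on gene length removed, which argues against gene length for the list as chosen. Relative to the mean of the s-GAG and Alg libraries of day 3, the d-SMG library had a median of 0.14 (interval −0.17 to 0.45). An effect shared by the 3 dressings and a control library that lies apart cannot be told apart for these genes, because the control of day 3 is 1 library. For the T and NK cell markers no explanation was tested.

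Hair follicle markers, which the paper does not report from the RNA sequencing, had a median of 5.12 on day 7 (5.10 with bounds) and of 2.03 on day 14 with d-SMG. The mean log2 CPM (reads scaled by library total and TMM) of the list in the control libraries was −1.80, −0.58, and 2.31 on day 3, 7, and 14. In the d-SMG libraries it was −2.09, 4.20, and 4.68, in the s-GAG libraries 6.12, 5.59, and 6.15, and in the Alg libraries 5, 1.94, and 7.37. The d-SMG value was thus below the control on day 3, and below Alg on day 3 and 14. More epidermis in the treated libraries was argued against as the whole cause, since over the 3 days keratinocyte markers had a median of 0.99 (interval −1.45 to 1.10) in all treated against control, where the hair follicle markers had 4.67. The paper reports hair follicles with sebaceous glands in the d-SMG and s-GAG groups by histology on day 14 (Fig. 6f). A treatment effect on hair follicles, a difference in the hair cycle, and a piece of tissue nearer the wound edge stay open as untested.

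The proliferation genes had a median of 1.56 on day 14. The genes of cholesterol biosynthesis had a median of −1.70 on day 3 and of 1.53 on day 14, a difference of 3.23 that was not tested. The paper names cell proliferation on day 14 from GO terms but not these genes. No technical or biological explanation was tested for these lists on their own. On day 14 both lists were also higher than the control in the s-GAG and Alg libraries. The medians of the cholesterol biosynthesis list were 1.23 and 0.71 there.

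The paper's text reports no DEGs for s-GAG. The s-GAG library differed from the control in 1076 genes on day 7 and 5444 on day 14 (2504 upregulated and 2940 downregulated), and with the library size in place of TMM the median of all genes on day 14 shifted by −0.45 and the split became 1569 and 4199. The trend on gene length was the largest of the 9 comparisons on day 14 (Spearman correlation across genes −0.533, genes not being independent replicates), with a median log2 fold change of 1.67 in genes under 1000 bases and −0.83 in genes from 4000 bases. Gene length was argued against as the whole cause, since 3113 DEGs were left after the trend was removed, from 4786 in the same test, and the next highest comparison had 933. It is a candidate explanation for part of them. Unequal library size was argued against by 5027 DEGs with both libraries thinned to the smallest, against 958 in the next comparison. Muscle content was argued against, because 32.6% of the genes that do not follow the muscle markers were called, against 6.95% in the next. RNA quality, the tissue taken, and an effect of s-GAG on day 14 stay open and were not tested, and for day 7 no explanation was tested.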

How the results depend on the processing

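None of the alternatives was chosen after a result was seen, and no test was added to those in the other parts. With RLE size factors, the library size, no low-count filter, or at least 50 reads, the numbers of DEGs of d-SMG on single days stayed within 1.5 times those reported. With the library size those of s-GAG and Alg did so too. An absolute log2 fold change of at least 1 could not change the numbers of d-SMG, because the smallest among its called genes was 1.88.

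The preset BCV changed every number of DEGs. At a BCV of 0.2 the DEGs on day 3, 7, and 14 were 2150, 716, and 2845 for d-SMG, 2216, 2589, and 8708 for s-GAG, and 1405, 2042, and 1840 for Alg, with 1294 downregulated for d-SMG on day 3 and 1209 upregulated on day 14. At a BCV of 0.4 they were 520, 126, and 260 for d-SMG, 235, 304, and 2361 for s-GAG, and 160, 20, and 369 for Alg, with 435 downregulated for d-SMG on day 3 and 68 upregulated on day 14. A higher BCV calls fewer genes by construction. A dispersion per gene estimated from all 12 libraries (common BCV 0.492) called 0 genes for d-SMG on each day, with 0 downregulated on day 3 and 0 upregulated on day 14. It counts a change on a single day as spread, which works against calling it. Without adjustment 2234, 1010, and 2647 genes passed for d-SMG, with 1380 downregulated on day 3 and 1115 upregulated on day 14, the adjustment being absent by construction.

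The median of the Fig. 8c genes for d-SMG on day 3 was −1.48 with the library size in place of TMM. The median of the Fig. 8d genes on day 7 was 0.60 with the library size and 0.52 with FPKM and a pseudocount of 0.1. The changes with the library size match the shift of all genes that this scaling makes (−0.43 on day 3 and 0.30 on day 7), and FPKM, scaled by the library total, lacks TMM by construction as well. Both lists kept their direction in each alternative on these days. Over the 75 list medians, 37 values moved and 338 did not, and the medians of M2 markers on day 3, of neutrophil, sebaceous gland, endothelial, cholesterol biosynthesis, respiratory chain, and housekeeping genes on day 7, of keratinocyte markers on day 14, and of the qPCR genes on day 3 changed sign in at least 1 alternative.

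Log2 fold changes of d-SMG reversed with the library size and with FPKM and a pseudocount of 1, respectively, for *Vegfb* on day 3 (−0.19 and −0.17), *Mrc1* on day 3 (−0.34 and −0.33), *Cd163* on day 3 (−0.11 and −0.11), *Jak3* on day 3 (−0.13 and −0.068), *Jak3* on day 7 (0.16 and 0.087), *Vegfa* on day 7 (0.099 and 0.067), *Vegfb* on day 14 (0.11 and 0.065), and *Pdgfb* on day 14 (0.16 and 0.10). With the library size these values differ from those with TMM by the shift of all genes (−0.43, 0.30, and 0.17 on day 3, 7, and 14), and FPKM, scaled by the library total, lacks TMM by construction as well. Single-gene values were recomputed with the library size, RLE size factors, a prior count of 2, and FPKM. Of the other values of the 78 single-gene results, 293 kept direction and side of the threshold, 2 became called (*Tnf* on day 3 at −2.87 and *Col7a1* on day 3 at −2.05, with the library size), and 1 was no longer called (*Cd163* on day 14 at −1.84, with the library size). Of the genes of the text, *Tnf* and *Il1b* on day 3 and *Col7a1* on day 14 were also among the DEGs at a BCV of 0.2, and *Nos2* on day 3 was not among those with a dispersion per gene. *Fgf3* had fewer than 10 reads in the d-SMG comparisons and gave no value.

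Over the 3 days, DESeq2 called 8 genes for d-SMG, 287 for s-GAG, 84 for Alg, 135 for all treated against control, and 41 for day 14 against day 3, where the quasi-likelihood test of edgeR called 0, with 210, 1451, 472, 741, and 769 at an unadjusted p-value under 0.05. For s-GAG, 1 gene (*Pinlyp*) was called with no low-count filter and 9 with only the libraries of the 2 groups compared, which also called 2 genes for Alg (*Krtap7-1* and *LOC103693538*). The cause was not tested. The last alternative gives no value for all treated against control, which uses every library. With no replicate block 0 genes were called in each of the 5 comparisons, and 272, 1687, 534, 918, and 793 passed unadjusted. With each day, or for the days each treatment, left out in turn, 0 genes were called. The number at an unadjusted p-value under 0.05 became 592 for d-SMG without day 3 and 658 for s-GAG without day 7, and for day 14 against day 3 it was 364 without d-SMG and 1504 without s-GAG.

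In the list tests, fry called 0 of the 25 lists in both comparisons, with 0 and 2 at an unadjusted p-value under 0.05, also with no replicate block (0 and 4 unadjusted) and with each day left out. Camera, which presets the correlation between genes, called 12 lists for d-SMG and 14 for all treated, and none of these held under fry. The depth limits *Fgf3*, *Ccl5*, and *Tnf*, which had at most 53 reads in the d-SMG and control libraries.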

Differences from the paper's values

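No test behind this comparison with the paper was chosen only after the result was seen. The numbers of DEGs of d-SMG on day 3, 7, and 14 were 1037, 287, and 951, and the paper's are 855, 236, and 728. Downregulated genes on day 3 were 741 against the paper's 648, and upregulated genes on day 14 were 329 against the paper's 240. Each is within 1.5 times the paper's value, but the BCV of 0.3 was chosen with the volcano plot of Fig. 8a in view, so that this closeness is not independent of the paper. Among the alternatives set before the data were examined, a BCV of 0.2, a dispersion per gene, and unadjusted p-values gave numbers further than 1.5 times from the paper's for all 5. A BCV of 0.4 did so for 4 of the 5, all but the downregulated genes on day 3. The library size did so for the downregulated genes on day 3 (1052) and the upregulated genes on day 14 (458).

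The paper states that *Vegfb* and *Fgf3* were upregulated on day 7 and 14. On day 14 the log2 fold change of *Vegfb* was −0.057 (interval −0.36 to 0.24), and with the library size or with FPKM and a pseudocount of 1 it was above 0, at 0.11 and 0.065. *Fgf3* had 6 reads in the control and 0 in the d-SMG library on day 14, and on day 7 it had 0 and 5. The paper states that *Tnf*, *Ccl5*, *Nos2*, *Il1b*, *Il18*, and *Tlr5* were downregulated on day 3. All of them were lower, *Nos2* was called, and the intervals of *Ccl5* and *Il18* include no change. *Tnf* was also called with the library size, *Tnf* and *Il1b* were at a BCV of 0.2, and *Tnf* passed without adjustment. *Vegfb*, *Tgfb1*, and *Col7a1* were not called on day 7 or 14, apart from *Col7a1* on day 14 at a BCV of 0.2 and without adjustment.

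On day 14 the paper gives directions for several genes by qPCR, another assay, and the log2 fold change between the single d-SMG and control libraries in RNA sequencing pointed the other way for some. It was 0.54 for *Cd86* (interval −0.019 to 1.10) and 1.13 for *Il1b*, which the paper gives as downregulated. It was −2.01 for *Cd163*, −0.67 for *Col1a1*, and −0.96 for *Col3a1*, which the paper gives as upregulated. Of these, *Cd163* was called, but not with the library size (−1.84). The values of *Arg1* (1.16), *Il10* (0.21, interval −0.67 to 1.08), *Jak3* (1.38), *Tgfb1* (0.56), and *Vegfa* (0.27) on day 14 had the paper's direction. For the paper's *Pdgf*, *Pdgfa* had 0.60 and *Pdgfb* −0.0067. The paper concludes that d-SMG promotes the M2 phenotype of macrophages. Among the lists set by hand, M1 markers had a median of 1.13 on day 14 (interval over genes 0.33 to 2.61). M2 markers had −0.32 (interval −1.24 to 0.75). On day 3 the medians had the paper's direction, with −1.03 for M1 and 0.32 for M2 markers, and both intervals included 0.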

Other observations

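The test of the spread between libraries was chosen only after the result was seen. When 2 unchanged libraries were drawn with the spread estimated over all 12 (common BCV 0.492) and compared at a BCV of 0.3, they gave a median of 820.5 DEGs, from 720 to 936 over 20 pairs, where d-SMG against control gave 1037, 287, and 951. That spread holds both the animals and any treatment effect that changes with the day, and the part that is spread between animals cannot be told apart from the effect on a single day, because each group has 1 library per day. Pairs of 2 days within a treatment gave from 101 to 3375 DEGs, with a median of 742 over 12 pairs.

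Over the 3 days, 8 of the 10 splits of the 6 d-SMG and control libraries gave at least as many genes at an unadjusted p-value under 0.05 as the 210 of the real one, as did 3 of 10 for s-GAG (1451 genes) and 5 of 10 for Alg (472 genes). With 10 splits, a grouping by chance and an effect cannot be told apart in these comparisons. For day 14 against day 3 (769 genes) 14 of 35 splits gave as many, and for all treated against control (741 genes) 41 of 100, so that these numbers are consistent with a grouping by chance. Without day 3 the number for d-SMG was 592, without day 7 that for s-GAG was 658, and for day 14 against day 3 it was 364 without the d-SMG group and 1504 without the s-GAG group.

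By the quasi-likelihood test of edgeR, *Pinlyp* had the smallest p-value in each treatment over the 3 days and was higher on 3 of 3 days, with a log2 fold change of 2.76 for d-SMG (standard error 0.452, adjusted p-value 1), 4.37 for s-GAG (adjusted p-value 0.0781), and 3.16 for Alg (adjusted p-value 0.885). *Edn2* and *Vom2r44* were higher with d-SMG on each day and had at most 3 reads in every control library, and *Lao1* and *Lce1m* were lower and had at most 3 reads in every d-SMG library. *Tm4sf4* was higher with s-GAG and *Krt84* with Alg, with at most 3 reads in every control library, *LOC120096314* was lower with Alg, with at most 3 reads in each Alg library, and *LOC691902* had at most 3 reads in each library of day 3. No fitted fold is given for these genes. *Sorcs1* had −2.48 with d-SMG. In the s-GAG group *Micalcl* had 3.12, *Siglec5* −2.14, *Irak3* −1.36, and *Peg12* −2.38, and in the Alg group *Siglec5* had −1.86 and *Megf10* −2.14, each in the same direction on 3 of 3 days. For day 14 against day 3, *Serhl2* had 1.75, *Mup5* 2.81, *Sox11* −2.46, *Lilrb4* −2.02, and *Actc1* −2.84, each in the same direction in 4 of 4 groups. None of these genes passed the adjustment in the quasi-likelihood test. DESeq2 called *Pinlyp*, *Edn2*, *Vom2r44*, *Lao1*, and *Lce1m* for d-SMG, but not *Sorcs1*. It also called *Pinlyp*, *Tm4sf4*, and *Micalcl* for s-GAG, and *Pinlyp* and *Krt84* for Alg. For day 14 against day 3 it called *Serhl2*, *LOC691902*, *Mup5*, *Sox11*, *Lilrb4*, and *Actc1*.

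The smallest adjusted p-value of the 25 lists under fry was 0.851 for d-SMG and 0.422 for all treated. The hair follicle markers were past an unadjusted p-value of 0.05 in the latter (median 4.67, higher on 3 of 3 days, adjusted p-value 0.422 from fry of limma). Of these markers, 15 of 15 were called when adjusted over the list alone, and 0 over all genes by the quasi-likelihood test of edgeR. DESeq2 called 135 genes in that comparison, among them *Krt35* of this list. The macrophage markers were also past an unadjusted p-value of 0.05 under fry (median −0.83, lower on 3 of 3 days, the same adjusted p-value). On single days s-GAG gave 732 DEGs on day 3, and Alg gave 428, 339, and 836 on day 3, 7, and 14.

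Medians of the remaining lists for d-SMG on day 3, 7, and 14 were as follows. M1 markers had −1.03 (−0.95 with bounds), 0.37, and 1.13, and M2 markers 0.32, 0.25, and −0.32, where the first M2 value was −0.11 with the library size. The M1 medians were at the 0.03, 97.3, and 99.99 percentile of random lists, and 12 of the 15 genes were higher on day 14. The M2 medians were at the 91.9, 99.5, and 9.4 percentile. Macrophage markers had −1.04, 0.056, and −0.47, neutrophil markers −1.72 (−1.60 with bounds), −0.028, and 1.00, and T and NK cell markers −1.04 (−0.95 with bounds), 0.30, and 1.13. Adipocyte markers had 1.39 on day 7 and −0.63 on day 14, sebaceous gland markers −0.29 and 0.53, keratinocyte markers 1.35 and −0.15, and erythroid markers 0.98 and −0.47. The interferon response genes had 0.39 and −0.68 on these days, and the respiratory chain −0.062 and 0.49. Fibroblast and matrix markers had −0.29, −0.52, and −0.74, endothelial markers −0.085, −0.028, and −0.37, and smooth muscle markers −0.18, −0.54, and −0.33. The immediate early genes had 0.44, 0.65, and 0.22, the housekeeping genes −0.42, −0.061, and 0.24, and the qPCR genes −0.045, −0.55, and 0.54. Inflammation genes of the text had 0.27 on day 7 and 0.77 on day 14, and wound healing genes of the text −0.50, 0.25, and 0.56. The signs of M2 markers on day 3, of neutrophil, sebaceous gland, endothelial, respiratory chain, and housekeeping genes on day 7, of keratinocyte markers on day 14, and of the qPCR genes on day 3 changed in at least 1 alternative.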
